# Plastid and cytoplasmic origins of ^1^O_2_-mediated transcriptomic responses

**DOI:** 10.3389/fpls.2022.982610

**Published:** 2022-11-07

**Authors:** Eugene Koh, Alexander Brandis, Robert Fluhr

**Keywords:** arabidopsis, singlet oxygen (1 O2), RNA oxidation, 8oxo-guanosine (8-oxoG), ROS - reactive oxygen species

## Abstract

The reactive oxygen species singlet oxygen, ^1^O_2_, has an extremely short half-life, yet is intimately involved with stress signalling in the cell. We previously showed that the effects of ^1^O_2_ on the transcriptome are highly correlated with 80S ribosomal arrest due to oxidation of guanosine residues in mRNA. Here, we show that dysregulation of chlorophyll biosynthesis in the *flu* mutant or through feeding by δ-aminolevulinic acid can lead to accumulation of photoactive chlorophyll intermediates in the cytoplasm, which generates ^1^O_2_ upon exposure to light and causes the oxidation of RNA, eliciting ^1^O_2_-responsive genes. In contrast, transcriptomes derived from DCMU treatment, or the *Ch1* mutant under moderate light conditions display commonalties with each other but do not induce ^1^O_2_ gene signatures. Comparing ^1^O_2_ related transcriptomes to an index transcriptome induced by cycloheximide inhibition enables distinction between ^1^O_2_ of cytosolic or of plastid origin. These comparisons provide biological insight to cases of mutants or environmental conditions that produce ^1^O_2_.

## Introduction

Reactive oxygen species (ROS) were previously thought to be by-products of cellular dysfunction, and their release exacerbated damage to cellular components, hastening cellular demise. In recent years, ROS have also been found to be produced in a regulated fashion and participate in multifarious cell signalling pathways. H_2_O_2_ is the most stable ROS and is regarded for its ability to take part in redox reactions [reviewed in (Foyer, 2018)]. The superoxide ROS radical ( ${\text{O}}_{2}^{-}$ ) has been shown to be produced in significant quantities in both chloroplasts and mitochondria, as a result of electron transport in photosynthesis and respiration, respectively. Additionally, it is produced by NADPH oxidases in various organelle membranes in response to pathogenic attack or during development [reviewed in (Kadota et al., 2015)], Such activity can trigger an organism-wide ‘ROS wave’ reminiscent of systemic signalling in the nervous system in animals (Miller et al., 2009). In contrast, singlet oxygen (^1^O_2_) has an extremely short half-life of 4 µs (Redmond & Kochevar, 2006), and was thought to be restricted to the action of light-driven photosensitization reactions typically occurring in the chloroplast (Hideg et al., 1998; Flors et al., 2006). Photosynthetically produced ^1^O_2_ was shown to damage photosynthetic machinery. In particular, the D1/2 reaction centre proteins appear to be particularly sensitive to ^1^O_2_ damage, and its *de novo* synthesis in response to damage is a critical repair mechanism to maintain chloroplast function [reviewed in (Li et al., 2018)]. Intriguingly, ^1^O_2_ was recently also shown to be produced in dark reactions (Mor et al., 2014; Prasad et al., 2017) and intimately related to osmotic stress responses in the root due to the activity of lipoxygenases (Chen and Fluhr, 2018; Chen et al., 2021).

^1^O_2_ signalling has been studied in a variety of systems, ranging from exogenous photosensitisers like Rose Bengal (RB) and Acridine Orange (AO), to genetic mutants such as FLUORESCENT IN BLUE LIGHT (*flu)*, CHLORINA 1 (*Ch1*) and to inhibitors of photosynthesis such as 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU). As ^1^O_2_ is an extremely short-lived molecule, and is highly reactive towards electron-rich biomolecules such as unsaturated fatty acids, the effects of the different treatments are restricted to the locality where they are generated. A recent study using chemooptogenetic methods to target photosensitisers to specific subcellular compartments highlighted the differential apoptotic and necrotic outcomes of ^1^O_2_ localization (Liang et al., 2020). In Arabidopsis, we previously showed that RB and AO localizes ^1^O_2_ production to the plasma membrane and vacuole respectively. AO, but not RB, resulted in the stimulation of vacuolar-driven cell death *via* the leakage of vacuolar proteases (Koh et al., 2016). Similarly, DCMU is an inhibitor of photosynthesis which blocks the electron transport chain of Photosystem II, preventing the conversion of light energy to ATP. Light energy remains trapped in the excited chlorophyll pigments, which then transfer this energy to nearby molecular oxygen, forming ^1^O_2_. This ^1^O_2_ can cause damage to the nearby photosynthetic apparatus, and prolonged exposure to light can ultimately lead to chlorophyll bleaching and cell death (Ridley, 1977).

The *flu* mutant was one of the earliest mutants used to characterise the effects of ^1^O_2_ production in the cell. This mutant bears a defect in the feedback regulation of δ-aminolevulinic acid (ALA) synthesis, which allows for uncontrolled protochlorophyllide (Pchd) accumulation in the dark (Meskauskiene et al., 2001). Normally in the dark, Pchd is sequestered in the chloroplast complexed with protochlorophyllide oxidoreductase proteins responsible for the safe phototransformation of Pchd to chlorophyllide (Masuda and Takamiya, 2004). However, excess unbound Pchd can act as a natural photosensitizer upon transition from dark to light. It transfers light energy to O_2_ *via* Type II reactions, producing copious amounts of ^1^O_2_ that promote cell death (op den Camp et al., 2003). Thus, the release of ^1^O_2_ is proportional to the amount of Pchd accumulation, as well as the intensity of light exposure (Wang and Apel, 2018). It was shown that a set of ^1^O_2_ sensitive genes were upregulated in response to dark/light transition in the *flu* mutant, which was distinct from that produced by another sources of ROS e.g. methyl viologen (MV), an inducer of superoxide formation (op den Camp et al., 2003). It was hypothesized that the response required cellular signal transduction as further second site mutants were discovered (executer mutants; *ex1, ex2*) which exhibited attenuation of cellular death and diminished stress gene expression (Wagner et al., 2004; Lee et al., 2007). It was also shown recently that oxidative modification of a specific tryptophan residue in EX1 was responsible for propagating the cell death response (Dogra et al., 2019). Similarly, the protease FtSH2 and grana localized protein SAFEGUARD1 (SAFE1) was also shown to play critical roles in regulating the *flu/ex1* response (Wang et al., 2016; Wang et al., 2020). The components of this regulatory pathway (Pchd, *flu*, *ex1/ex2*, FtSH2, SAFE1) have all been shown to reside within the confines of the chloroplast. Thus, it was proposed that some yet uncharacterised component was responsible for eliciting a nuclear-generated transcriptome response and provide for retrograde signalling.

Another source of ^1^O_2_ that occurs during photosynthesis was investigated in the *Ch1* mutant that lacks chlorophyll a oxygenase, resulting in plants deficient in chlorophyll b (Espineda et al., 1999). As a consequence, it is devoid of Photosystem II (PSII) chlorophyll-protein antenna complexes (Havaux et al., 2007). This results in the improper assembly of the normal architecture of the PSII system which renders the mutant extremely sensitive to photooxidative stress (Havaux et al., 2007). The exposure of the mutant to a combination of HL/cold stress for 2 days resulted in production of ^1^O_2_, coupled with an increase in measured lipid peroxidation and stress gene transcript levels. The sensitivity of this mutant to photooxidative stress can be exacerbated by reduction of cellular ROS scavengers, which was demonstrated by crossing the *Ch1* mutants with scavenger deficient mutants such as *vte2* (tocopherol) and *pdx1.2* (vitamin B6) (Havaux et al., 2007; Havaux et al., 2009). Interestingly, the crossing of *Ch1* with the *ex1* mutant did not appear to yield any significant effect on the attenuation of the ^1^O_2_ cell death response (Ramel et al., 2013). This was attributed to the two ^1^O_2_ generation systems differing in their signalling mechanisms.

It was found that cold/HL stress led to the accumulation of several oxidation products of β-carotene, a key carotenoid involved in the quenching of reactive oxygen species produced during photosynthesis (Ramel et al., 2012). Further *in vitro* studies showed that ^1^O_2_ was the key molecule involved in this oxidative process. Among the various oxidation products found, β-cyclocitral (BCC), a volatile organic compound, was observed to stimulate the induction of various ^1^O_2_ sensitive genes. Pre-application of BCC to WT Arabidopsis plants was able to acclimate them to a future cold/HL stress treatment (Ramel et al., 2013). BCC is thought to act as a possible signalling molecule in chloroplast-to-nuclear signalling. Putative transducers of the BCC signal include the zinc finger protein MBS1, that are important for BCC-induced acclimation to HL stress (Shumbe et al., 2017); and the TGAII/scarecrow like-14 (SCL14) transcription factors which regulate detoxification related genes for HL stress acclimation (D'Alessandro et al., 2018). Further investigations of the *Ch1* mutant have also implicated the OXI1 kinase/MAPK and salicylic acid/H_2_O_2_ signalling pathways (Shumbe et al., 2016; Beaugelin et al., 2019). These pathways appear to modulate the endoplasmic reticulum mediated stress (ER stress) and unfolded protein responses (UPR), as part of the cellular responses to high light stress (Beaugelin et al., 2020), but do not appear to involve BCC signalling.

Recently, we showed that cytosolic sources of ^1^O_2_ stimulated stress transcriptomes were correlated with cycloheximide (CHX) transcriptomes (Koh et al., 2021). CHX is a potent and irreversible inhibitor of 80S ribosomal translation (Schneider-Poetsch et al., 2010). Under CHX treatment cytoplasmic translation ceases. In the absence of continual replacement to maintain a steady state, proteins will degrade according to their respective half-lives (Li et al., 2017). Transcripts previously kept repressed by short-lived transcription factors are then induced. Using a variety of ^1^O_2_ generating systems such as Rose Bengal (RB) and DCMU, we demonstrated that ^1^O_2_ generated in the cytosol but not within the chloroplast, showed CHX-like transcriptomic elements. This could be explained by the oxidation of guanosine residues to 8-hydroxyguanosine (8-oxoG) by ^1^O_2_. The oxidized guanosine stymies 80S ribosomal translation and mimicked the action of CHX (Tanaka et al., 2007). The effect was exacerbated in proteins regulated by the proteosome that have a high turnover rate. Thus, a wave of stress transcripts that are regulated by such proteins are freed from repression and accumulate as a ^1^O_2_ -specific stress signature. For example, jasmonic acid signalling genes that are repressed by short half-life JAZ repressors were stimulated *via* ^1^O_2_ mediated translational attenuation in the *coi1* mutant, which is normally insensitive to JA (Koh et al., 2021). It is important to note that the great majority of genes do not change their expression so that a degree of specificity is achieved by limiting the response to rapidly turning over transcriptional repressors or activators without reprogramming of the entire transcriptome.

Here, we show that Pchd accumulates in both the chloroplast and cytosol of the *flu* mutant under dark incubation. Prolonged incubation in the dark led to increased Pchd accumulation in a time-dependent manner, which led to the formation of ^1^O_2_ upon exposure to light. RNA oxidation was monitored *via* the formation of oxidized guanosine (8-oxoG), and was found to accumulate proportionally with Pchd levels and light intensity. The translational competence of luciferase reporter transcripts in *flu* x IAA-LUC transgenic plants were analysed under these conditions. The results demonstrated that there was a corresponding decrease in translatability with increasing levels of 8-oxoG. Plants supplemented with ALA exhibited cytosolic accumulation of Pchd in a manner similar to the *flu* mutant, and also resulted in a strong CHX-like transcriptomic signature. In order to evaluate the contribution of ^1^O_2_ -mediated translational attenuation in various ^1^O_2_ -signalling systems such as RB, DCMU and the *flu* and *Ch1* mutants, we developed a bioinformatic method for distinguishing between cytosolic and chloroplastic sources of ^1^O_2_. We then further apply our method to analyse various stress transcriptomes and gain biological insight into the nature of ^1^O_2_ signalling in these systems.

## Materials and methods

### Plant growth conditions and treatments

*Arabidopsis thaliana* (ecotype Columbia) seedlings (2-week-old) were grown under white light in a 16-h light (120 µEm^-2^s^-1^)/8-h dark cycle at 21°C on Murashige and Skoog medium, supplemented with 1% sucrose and 0.8% (w/v) phytoagar (Invitrogen). Plants were pre-equilibrated in double-distilled water (DDW) in a Petri dish for 1 h before being transferred to 12 well plates for the various chemical treatments. For treatment of *flu* seedlings, they were placed in the dark in DDW for the time points indicated and re-exposed to light as indicated.

### Confocal microscopy and spectral imaging

Confocal microscopy analysis was carried out on 5-day old Arabidopsis seedlings. All images were taken with a Nikon A1 confocal microscope. For chlorophyll fluorescence, excitation was at 630 nm and emission was at 690 nm. All images were acquired using a 60x objective lens. Seedlings were equilibrated in DDW for 1 h in the light and subjected to the various treatments described. For WT, *flu* and *ch1* mutants, seedlings were incubated in the dark for the time points indicated, then visualized under the microscope. For ALA treatment, seedlings were incubated with 1 mM ALA (in half-strength MS + 1% sucrose, unless indicated) for the time points indicated. The laser settings were constant for all treatments and the post processing look up table was adjusted for each treatment to eliminate background fluorescence.

Confocal measurements for spectral imaging were performed using the Leica TCS SP8 with an Acousto Optical Tunable Filter (Leica microsystems CMS GmbH, Germany). A representative relevant slice was scanned using 458 nm excitation (5% power) and collection carried out in 5 nm width windows in the range of (600-700 nm). Images were acquired at a scanning speed of 8000 pixels per second with 63X oil immersion objective and image analysis was performed using Leica Application Suite software (Leica microsystems CMS GmbH).

### RNA extraction and qRT-PCR analyses

Arabidopsis seedlings (2-week-old, 7 whole seedlings per biological replicate, 3 replicates) were used for each treatment. Samples were harvested by flash freezing in liquid nitrogen and were homogenized in a shaker using glass beads. RNA was extracted from frozen tissues using a standard TRIzol extraction method (Sigma-Aldrich). DNase I (Sigma-Aldrich)-treated RNA was reverse transcribed using a high-capacity complementary DNA reverse transcription kit according to the manufacturer’s instructions (Quanta Biosciences). For qRT-PCR analysis, the SYBR Green method (KAPA Biosystems) was used on a Step One Plus platform (Applied Biosystems) with a standard fast program. qRT-PCR primers were designed in Snapgene software. All qRT-PCR primer sequences are listed in **Supplemental Dataset S1**.

### RNA oxidation and LC-MS/MS analyses

Arabidopsis seedlings (2-week-old, 7 whole seedlings per biological replicate, 3 replicates) were used for each treatment. In all downstream processing steps from plants, 4 mM of 4-hydroxy-TEMPO (Sigma-Aldrich) was used as an antioxidant to prevent spurious oxidation of RNA (Hofer & Möller, 1998). Samples were subjected to RNA digestion (2 h at 37°C with 30 units Nuclease S1 in 20 mM sodium acetate, pH 5.2, followed by 1 h at 37°C with 10 units Shrimp alkaline phosphatase in 100 mM Tris-HCl, pH 8. The reaction mixture was then filtered through a 10 kDa filtration column (Amicon) for 15 min at 14,000 rpm, 4°C, and the filtrate was collected for 8-oxoG determination. For standard curves concentrations 0, 1, 5, 10, 25 and 50 ng/mL of 8-oxoG, and 0, 1, 5, 10, 25 and 50 μg/mL of G were prepared and measured. The chromatographic separation was performed on an Acquity UPLC system (I-Class, Waters, Milford, MA, USA) with a Cortecs UPLC C18+ column (1.6 μm, 2.1×100 mm). The mobile phase was (A) 0.1% acetic acid in water, and (B) methanol. Full peak separation was achieved (RTG=4.07 min and RT8-oxo-G=5.35 min) to avoid ion-suppression of 8-oxoG by G with the following gradient program %B (min): 2(0-4), 100(7-7.5), 2(8-10). MS detection was performed on a TQ-S triple quadrupole mass spectrometer (Waters), equipped with an ESI ion source operated in the positive mode. Detections were performed in MRM mode. The MS/MS transitions selected for 8-oxoG were 300.06→168.09 (collision energy CE=17eV) and 300.06→140.05 (CE=33eV) m/z. The transitions for G were 284.1→135.2 (CE=25eV) and 284.1→152.2 (CE=65eV) m/z. The collision energies were chosen to enable simultaneous measurement of 8-oxo-G and G in the same run. MassLynx and TargetLynx software (v.4.1, Waters) were applied for the acquisition and analysis of data.

### *In vitro* translation and luciferase activity

Arabidopsis seedlings (2-week-old, 7 whole seedlings per biological replicate, 3 replicates) were used for each treatment. *In vitro* translation was performed with the Rabbit Reticulocyte Assay (Promega) according to the manufacturer’s instructions using 10 µg of RNA supplemented with 1 µl each of RNAasin Inhibitor (Promega) and Plant Protease inhibitor cocktail (Sigma) in a 50 µl final volume. The reactions were run at 30°C for 2 h in a thermocycler, and stopped by cooling the reaction to 4°C and further addition of 2 µl of 10 mM cycloheximide. Luciferase activity was measured using a luminometer (Turner Biosystems) in conjunction with Luciferase Assay Reagent (Luciferase Assay System, Promega). For luciferase measurements after *in vitro* translation the reaction was used directly without further processing.

### Protochlorophyllide fluorescence measurement

Protochlorophyllide (Pchd) accumulation was measured by imaging live plants using a fluorimeter. Arabidopsis seedlings (14-day-old) were placed in individual wells of a 24-well plate in DDW, supplemented with ALA at the concentrations and times indicated. Fluorescence was measured using a fluorimeter scanning a 3x3 array of points per well and the highest value of each well taken for analysis (Ex/Em: 440/630 nm). The means and SE of 24 whole seedlings per time point are shown.

### RNAseq and bioinformatics analyses

Libraries were prepared with the MARS-seq protocol (Jaitin et al., 2014) and sequenced using Illumina NextSeq 500 High Output v2 Kit (75 cycles). Reads were trimmed using ‘cutadapt’ (Martin, 2011) and mapped to the Araport 11 reference genome using STAR v2.4.2a (https://github.com/alexdobin/STAR/). Counting was done using HTSeq-count (Anders et al., 2015). Further analysis is done for genes having minimum 5 reads in at least one sample. Normalization of the counts and differential expression analysis was performed using DESeq2 (Love et al., 2014). Raw P values were adjusted for multiple testing using the procedure of Benjamini and Hochberg (Benjamini and Hochberg, 1995). The test samples were always compared to their respective 0 h, or untreated controls.

Microarray data was processed using the *affy*, *oligo* or open source Bioconductor *marray* R packages and normalized using *mas5* and associated packages. Transcripts were filtered for at least 2-fold up or down regulation, with a p-value cutoff of 0.05. Datasets are available in **Supplemental Dataset S2**. ROSMETER analyses were performed using the ROSMETER tool by providing fold-change and P values of the respective transcriptomes (http://app.agri.gov.il/noa/ROSMETER.php) (Rosenwasser et al., 2013). Venn diagrams were generated by: (Venny 21; http://bioinfogp.cnb.csic.es/tools/venny/). P-values were obtained by using Fisher’s Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses.

### Translation attenuation index analysis

The reference CHX transcriptome used was derived from GSE111284. The material used to prepare the transcriptome were 14-day old Arabidopsis WT (Col-0) seedlings that had been treated with 100 µM CHX for 2 h under low light (30 µE m^-2^ s^-1^) conditions. For any gene list, we queried its respective genes against the CHX reference transcriptome. The steps of TAI analysis are the following: Up-regulated genes (>2-fold, p < 0.05) from any transcriptome are searched within the CHX transcriptome and their fold change under CHX obtained. The corresponding fold change values of the CHX genes (log_2_) are then arranged in a plot in the order of largest to smallest. The value of TAI was calculated in the following way. TAI = [Number of up-regulated genes]/[Total number of genes]. For example: A gene list of 100 genes are queried against the CHX transcriptome. If 70 genes had a log_2_ fold change value > 0, then TAI = 70/100 = 0.7.

### Accession numbers

The reference databases used here CHX, RB, *flu*, DCMU, *Ch1* are GSE111284, GSE111285, GSE111286, GSE111287, and GSE205861 respectively. The *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* transcriptomes were obtained from GEO GSE10509 (Lee et al., 2007). The *flu/ex1* and *flu/ex1/safe1* transcriptomes were obtained from GEO GSE131610 (Wang et al., 2020). The drought microarray data was obtained from ArrayExpress: E-MEXP-2377 (Mizoguchi et al., 2010). The *Ch1* (Ramel) microarray data done after dual light stress and cold treatment was obtained from Project CEA10-02_Light (Ramel et al., 2013). The other microarray data were obtained from the respective reference databases. *fc1*, *fc2* – GEO GSE71764 (Woodson et al., 2015); FR treatment – GEO GSE6169 (Page et al., 2017); *vte2* - GEO GSE4847 (Sattler et al., 2006).

## Results

### The ^1^O_2_ producing flu and Ch1 mutants have components in their transcriptomes bearing strong overlap with translational arrest induced by CHX

The *flu* and *Ch1* mutants have been extensively studied as ^1^O_2_ generating systems although it is understood that ^1^O_2_ generation in both systems stem from different sources. The former from protochlorophyllide (Pchd) accumulation in the dark, and the latter from improperly assembled light harvesting complexes. Transcriptomes for *flu* were obtained upon transfer of plants to light from the dark (GSE111286) and for *Ch1* after dual application of light stress and cold (Ramel et al., 2013). They were compared to CHX and RB transcriptomes (Koh et al., 2021). Genes that were at least 2-fold upregulated, showed significant overlap of 49.2% (P = 2.9E-70) and 46.6% (P = 3.3E-118) with CHX and 39.9% (1.1E-106) and 29.1% (P = 1.2E-119) with RB, in *flu* and *Ch1* respectively (**Figure 1A**). Relatively, down regulated transcripts showed less but highly significantly overlap, of 31.5% (P = 2.9E-98) and 34.0% (P = 2.1E-70) with CHX and 13.5% (P = 1.7E-37) and 8.7% (P = 4.5E-14) with RB, in *flu* and *Ch1* respectively (**Figure 1A**, **Supplemental Table S1A**). The ROSMeter tool compares transcriptomes to a database of known ROS-based transcriptomes (Rosenwasser et al., 2013; Mor et al., 2014). Each has its own distinct signature; while the *flu*, and RB transcriptomes are most similar they all contain with CHX and *Ch1* mutant a common ^1^O_2_ signature. The comparisons suggest that both *flu* and *Ch1* transcriptomes contain elements of the RNA oxidation and translational arrest mechanism associated with the oxidation of RNA (**Figure 1B**). Exogenous application of H_2_O_2_ also showed similarity and such treatments have been shown to stimulate RNA oxidation as well (Hofer et al., 2005). Interestingly, some of the tested transcriptomes appeared to exhibit a negative correlation to mitochondria superoxide and H_2_O_2_ accumulation in organelles; where AS-AOX and TDNA-AOX are mitochondrial knockdown and knockout mutants of alternative oxidase, respectively (**Figure 1B**). In contrast, the chloroplast superoxide and H_2_O_2_ associated with KO-APX mechanisms appeared to be unrelated to the conditions examined.

**Figure 1:**
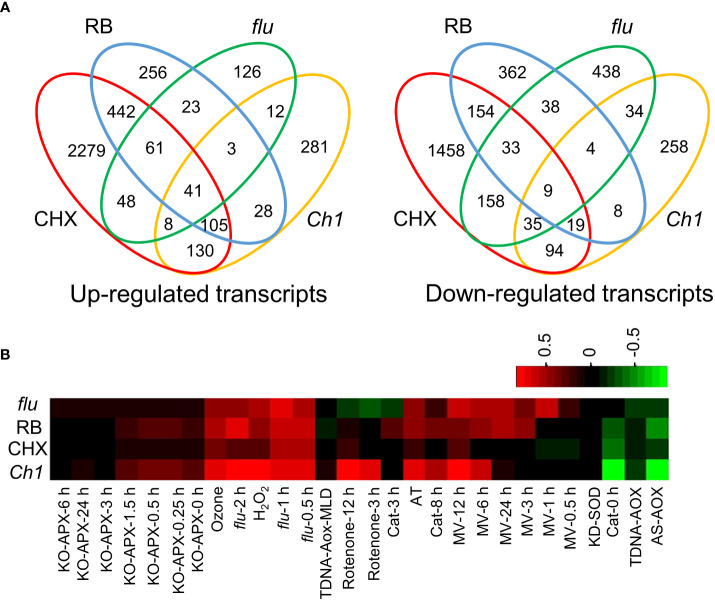
Comparison of transcriptomes of seedlings treated by RB, DCMU, cycloheximide (CHX) and from the *flu* mutant. Arabidopsis seedlings were treated with either CHX (100 µM, 2 h, 30 µE m^-2^ s^-1^) or RB (400 µM, 2 h, 30 µE m^-2^ s^-1^). The *flu* mutant was incubated in the dark for 4 h, before light exposure (30 µE m^-2^ s^-1^) for 30 min. The *Ch1* transcriptome was treated under HL/cold conditions (1200 µE m^-2^ s^-1^, 10°C, 48 h, see Ramel, 2013) Further details and the source of transcriptomes are referenced in the Methods. **(A)** Venn diagram overlaps of 2-fold induced genes of Up-regulated (left) and Down-regulated genes (right). **(B)** ROSMETER transcriptomic analysis. Transcriptomes of all significant up and down-regulated genes were analysed using the ROSMETER tool showing the correlation of gene activity with the ROSMETER databases. Red represents a positive correlation of +1, and green represents a negative correlation of -1.

### Cytosolic accumulation of protochlorophyllide in the *flu* mutant leads to RNA oxidation and translational arrest in a light and concentration dependent manner

Chlorophyll biosynthesis, including the critical photoconversion of Pchd, takes place in the chloroplast, where the majority of chlorophyll biosynthetic enzymes reside. Regulated accumulation in conjunction with other components of the photosynthetic machinery is crucial as an excess of free Pchd or chlorophyll would act as disruptive photosensitizers. Pchd accumulation in the *flu* mutant was previously shown to occur only in the chloroplast (op den Camp et al., 2003). However, Pchd fluorescence of dark-incubated *flu* mutant showed cytosolic accumulation that is confirmed here [**Figure 2**; (Koh et al., 2021)]. This finding may be due to the current advances in the sensitivity of confocal technology. In comparison, dark incubated WT or *Ch1* mutant seedlings show chlorophyll localized only to the chloroplast. A precise fluorescence emission spectrum was carried out in various subcellular localizations (**Figure 2A**). It showed accumulation of two major peaks corresponding to Pchd and chlorophyll in the plastids and cytosol of the *flu* mutant, but only a single chlorophyll peak in the plastids of WT and *Ch1* (**Figure 2B**).

**Figure 2:**
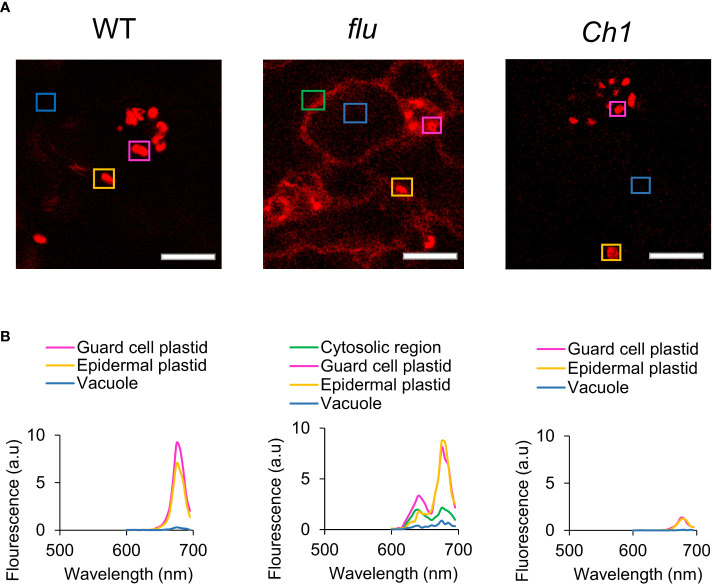
Comparison of chlorophyll fluorescence and localization in WT, *flu* and *Ch1* seedlings under dark incubation. **(A)** Spectral imaging of WT, *flu* or *Ch1* seedlings during dark incubation. WT, *flu* or *Ch1* seedlings were incubated in the dark for 4 h, then mounted in DDW for imaging as described in the Methods. Scale bar represents 5 µm. **(B)** Spectral analysis of chlorophyll fluorescence. Areas indicated by boxes in **(A)** were analyzed and the emission spectrum was plotted.

The levels of Pchd can be manipulated by increasing the dark incubation time of mutant *flu* seedlings (**Figure 3A**). Guanosine residues are highly reactive to ^1^O_2_ (Wilkinson et al., 1995). To monitor this, the degree of guanosine oxidation to 8-oxoG was measured relative to guanosine (G) where the latter serves as an internal quantitative control. This ratio rises upon dark to high light transition to about 20 oxidation events for every 10^5^ residues (**Figure 3B**). Assuming an average transcript length of about 1500 bp for Arabidopsis, this seemingly low rate would still lead to approximately one oxidation event in 7.5% of the transcripts. That level can have profound effects on rapidly turning over proteins that need constant replenishment by transcript translation to maintain their steady state.

**Figure 3:**
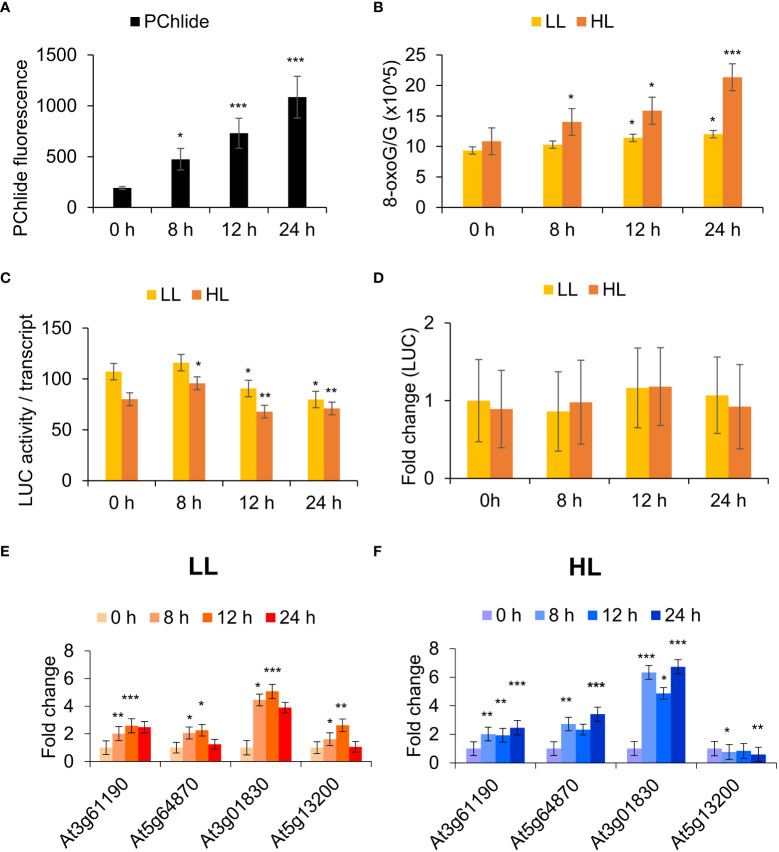
RNA oxidation in the *flu* mutant is correlated with dark incubation time and light intensity. **(A)** Protochlorophyllide (Pchd) accumulation in *flu* x UBIQ10:IAA-LUC seedlings. Fluorescence was measured in dark incubated *flu* x UBIQ10:IAA-LUC seedlings using a fluorimeter (Ex/Em: 440/630 nm). The means and SE of 24 whole seedlings per time point are shown. **(B)** RNA oxidation analysis. Arabidopsis (Col-0, *flu* x UBIQ10:IAA-LUC) seedlings were incubated in the dark for 0, 8, 12, 24 h in the dark before 30 min exposure to low light (LL, 30 µE m-2 s-1) or high light (HL, 1000 µE m-2 s-1). RNA was processed for RNA oxidation as described in the Methods. **(C)** RNA translatability analysis. RNA as in **(B)** was used for *in vitro* translation and luciferase activity analysis as described in the Methods. Values were normalized against luciferase transcript levels, and Student’s t-test performed against LL 0 h. **(D)** RNA as in **(B)** was processed as described in the Materials and Methods for qRT-PCR analysis to determine fold change in luciferase mRNA levels in the various samples using luciferase specific primers. **(E)** and **(F)** RNA as in **(B)** was extracted and processed as described in the Materials and Methods for qRT-PCR analysis. The means and SE of three replicates is shown. Student’s t-test was performed against their respective controls for significance (* - P<0.05; ** - P<0.01; *** - P<0.001). ^1^O_2_ sensitive genes: At3g61190 – Bonsai associated protein (BAP1), At5g64870 - nodulin-related protein, At3g01830 - calmodulin-related protein, At5g13200 - GRAM domain-containing protein.

IAA-LUC fusions produce constitutive levels of IAA-luciferase mRNA and can be used to precisely measure changes in mRNA functionality by comparing the translational competence of its RNA. To precisely measure the effect of 8-oxoG accumulation in the *flu* mutant, a *flu* x UBIQ10:IAA-LUC transgenic line was constructed. The effect of dark incubation time and subsequent exposure to light on the translational competence of constitutively expressed luciferase transcripts was then measured in a reticulocyte translation system. We observed that the relative translational competence of luciferase transcripts showed a significant decrease at 12 and 24 h dark of incubation time and was sensitive to higher light intensity (**Figure 3C**). The levels of LUC mRNA as measured by qPCR were used to normalise the luciferase activity levels. They remained relatively unchanged in all treatments (**Figure 3D**). Using a ^1^O_2_ -specific gene set previously validated to be responsive to RNA oxidation and translational arrest, we observed that increased dark incubation time and light intensity led to a general increase in expression of these genes (**Figures 3E, F**). **Figure 3E** shows that at later times the gene activity of the ^1^O_2_ marker genes is decreasing (i.e. at 24 h, rather than continuing to increase. This could be due to cross regulation by compensatory mechanisms e.g. increased RNA synthesis in LL (low light) conditions; whereas these mechanisms are not sufficient to compensate under (HL) high light intensities (**Figure 3F**). Thus, we show that Pchd accumulates proportionally to the period of dark incubation, and this Pchd then generates ^1^O_2_ and RNA oxidation in a manner dependent on light intensity. Following from this, the induction of ^1^O_2_-signature gene expression in the *flu* mutant is correlated with the oxidation of RNA and the level of its translational competence.

### ALA treatment in the dark leads to cytosolic accumulation of chlorophyll precursors in the cytosol, but is not modulated by the executor pathway

δ-aminolaevulinic acid (ALA) is an early precursor of chlorophyll (Granick, 1959). As the *flu* mutant is defective in the negative feedback regulation of ALA synthesis in the dark, we examined to what extent supplementation of the media with ALA could phenocopy the *flu* mutant. WT Arabidopsis seedlings incubated with ALA in the dark were observed to accumulate cytosolic fluorescence in a time dependent manner (**Figures 4A, C**). Analysis of the fluorescence emission spectrum of ALA treated plants showed twin peaks of Pchd and chlorophyll in the plastids as well as the cytosol. The untreated plants subject to the same period of dark incubation had only a single chlorophyll peak and no fluorescence in the cytosol could be detected (**Figure 4B**). qPCR analysis of ALA treated plants exposed to light showed a strong time-dependent induction of transcripts from ^1^O_2_ sensitive genes, but not from superoxide ( ${\text{O}}_{2}^{-}$ ) sensitive genes (**Figure 4D**). The results indicate that dark incubation with ALA mimics the *flu* mutant in showing accumulation of chlorophyll precursors in the cytosol and the induction of a ^1^O_2_ transcriptome upon exposure to light.

**Figure 4:**
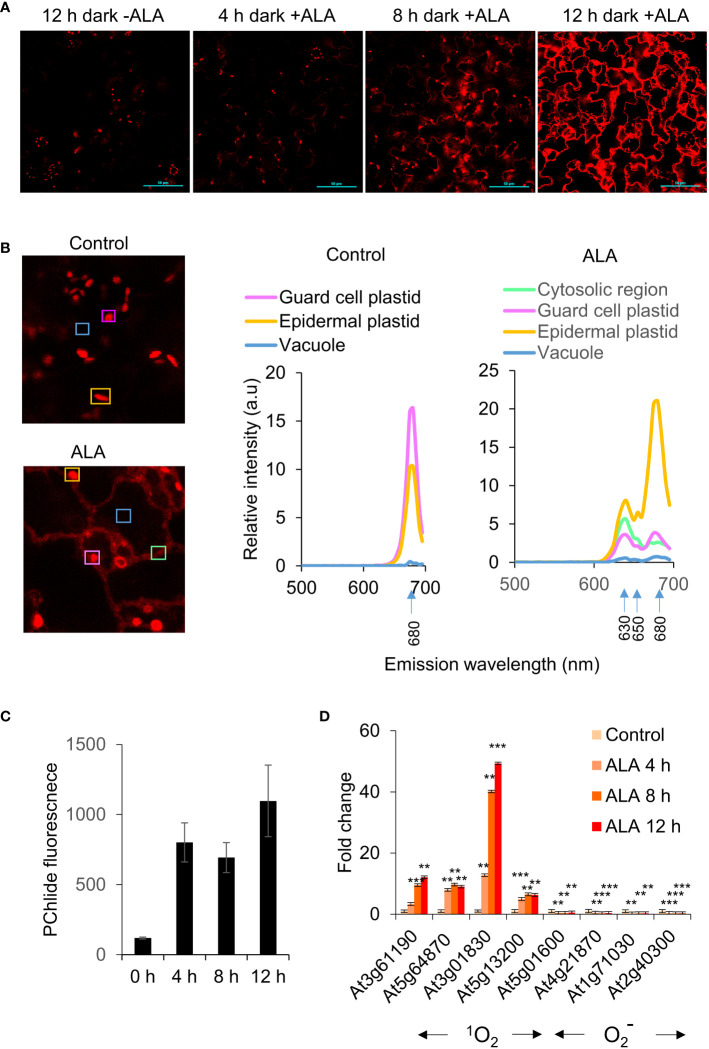
ALA feeding leads to extrachloroplastic accumulation of chlorophyll. **(A)** Accumulation of chlorophyll in extrachloroplastic regions under ALA treatment. Arabidopsis (WT, Col-0) seedlings were incubated with 1 mM ALA (in MS) in the dark for 12 h, and then mounted for visualisation as described in the Methods. Scale bar represents 50 µm. **(B)** (Left) Spectral imaging of Arabidopsis (WT, Col-0) seedlings were treated with DDW or 1 mM ALA (in DDW) and incubated in the dark for 2 h, and then mounted for visualisation by confocal microscopy as described in the Methods. Scale bar represents 50 µm. (Right) The areas indicated by boxes were scanned for spectral analyses as shown on the right. **(C)** Protochlorophyllide (Pchd) accumulation in ALA treated seedlings. Fluorescence was measured in WT seedlings (WT, Col-0) treated with 1 mM ALA (in MS) and incubated in the dark for 0, 4, 8, 12 h. Pchd fluorescence was measured using a fluorimeter (Ex/Em: 440/630 nm). The means and SE of 24 whole seedlings per time point are shown. **(D)** Arabidopsis (WT, Col-0) seedlings were incubated with 1 mM ALA (in MS) in the dark for 0, 4, 8, 12 h in the dark before 30 min exposure to low light (30 µE m^-2^ s^-1^). RNA was extracted and processed as described in the Materials and Methods for qRT-PCR analysis. The means and SE of three replicates is shown. Student’s t-test was performed against their respective controls for significance (** - P<0.01; *** - P<0.001). ^1^O_2_ sensitive genes as in Figure 3E. ${\text{O}}_{2}^{-}$ sensitive genes: At5g01600 – Ferritin 1 (FER1), At4g21870 - heat shock protein family, At1g71030 - myb family transcription factor, At2g40300 - ferritin-related (FER4).

The executor (Ex) pathway was previously established as a genetic model that abrogated the cell death phenotype of the *flu* mutant. Under 16 h light/8 h dark growth conditions, the *flu* mutant develops necrotic lesions and severely impaired growth. In contrast, the *flu/ex1* mutant displayed normal growth similar to WT and a distinct lack of lesions (Wagner et al., 2004). Another mutation, *ex2*, was observed to be unable to abrogate cell death in the *flu/ex2* mutant, but was able to enhance the protective effect of *ex1* in the *flu/ex1/ex2* triple mutant (Lee et al., 2007). However, Pchd and ^1^O_2_ accumulation was reported to be similar in the *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* mutants (Kim et al., 2012).

In order to investigate the role of the executor pathway in the cytosolic accumulation of Pchd, ALA treatment was used to generate chlorophyll precursors in the WT, *ex1, ex2* and *ex1/ex2* mutants. We noted that the rate of Pchd accumulation in bulk tissue was similar between WT, *ex1*, *ex2* and *ex1/ex2* mutants under ALA treatment (**Supplemental Figure S1**). Next, we observed that in both the WT or in the *ex1* mutant significant Pchd fluorescence accumulated in the cytosol under ALA treatment (**Figure 5A**). Furthermore, ^1^O_2_ signature genes were all similarly induced in the WT and *ex1* mutants after transition to light (**Figure 5B**). It is also important to note that in the longer dark incubation times the induction of these genes was much greater than in the *flu* mutant (compare **Figures 3E**, **4D**, **5B**). This is likely due to greater accumulation of Pchd in the cytoplasm (compare images in **Figure 2A**, *flu* and **Figure 4A**, ALA). We examined published transcriptomes of *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* mutants subjected to dark-light shifts by comparing them to the CHX transcriptome. Both *flu* and *flu/ex2* mutants showed significant overlap with CHX, that was reduced in the *flu/ex1* and especially in the *flu/ex1/ex2* combinations (**Figure 6A**). In contrast, feeding by ALA leads to more substantial accumulation that cannot be inhibited by the *executor* mutations as shown in **Figures 5A, B**.

**Figure 5:**
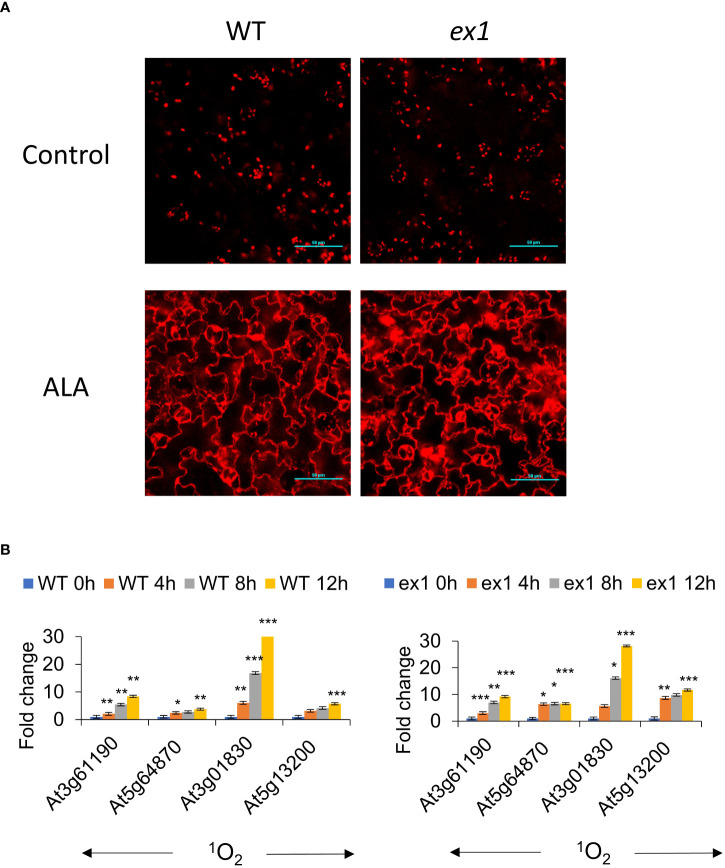
Extrachloroplastic accumulation of chlorophyll is not regulated by the executor pathway under ALA treatment. **(A)** Accumulation of chlorophyll in extrachloroplastic regions under ALA treatment. Arabidopsis WT and *ex1* seedlings were incubated with 1 mM ALA (in MS) in the dark for 12 h, and then mounted for visualisation by confocal microscopy. Ex/Em: 630/690 nm. Scale bar represents 50 µm. **(B)** Arabidopsis WT and *ex1* seedlings were treated with 1 mM ALA (in MS) and incubated in the dark for 0, 4, 8, 12 h in the dark before 30 min exposure to low light (30 µE m^-2^ s^-1^). RNA was extracted and processed as described in the Materials and Methods for qRT-PCR analysis. The means and SE of three replicates is shown. Student’s t-test was performed against their respective controls for significance (* - P<0.05; ** - P<0.01; *** - P<0.001).

**Figure 6:**
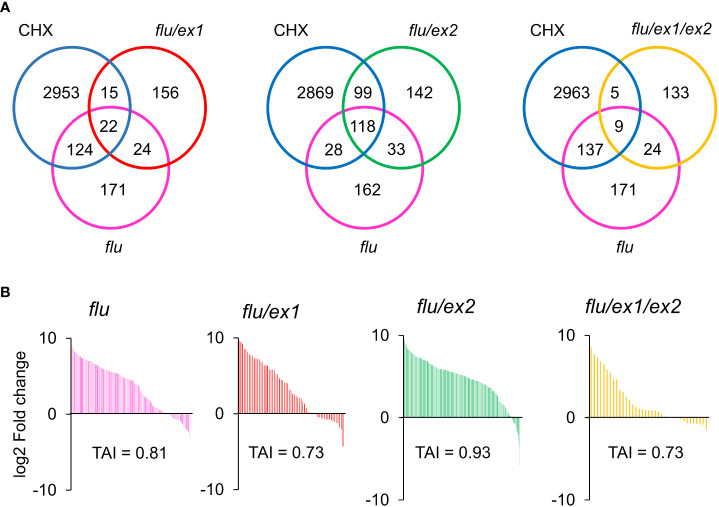
Venn diagram and Translational Attenuation Index analysis of *flu, flu/ex1, flu/ex2, flu/ex1/ex2* transcriptomes. **(A)** Venn diagram overlaps of 2-fold up-regulated (p < 0.05) genes of CHX, *flu*, *flu/ex1*, *flu/ex2*, *flu/ex1/ex2*. **(B)** Translational Attenuation Index analysis of CHX, *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* induced transcripts. Genes from *flu*, *flu/ex1*, *flu/ex2*, *flu/ex1/ex2* transcriptomes as in **(A)** were screened against a dataset of cycloheximide treatment and their expression values under cycloheximide treatment are displayed accordingly. The data from CHX, *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* were obtained from public databases. (CHX – GSE111284; *flu*, *flu/ex1*, *flu/ex2* and *flu/ex1/ex2* – GSE10509).

A recent study described a grana localised protein, SAFEGUARD1 (SAFE1), that appeared to play an important role in protecting the chloroplast against ^1^O_2_-mediated toxicity in the *flu* mutant, but independently of the EX1 pathway (Wang et al., 2020). The absence of this protein in the *flu/ex1/safe1* triple mutant led to significant symptoms of ^1^O_2_-mediated toxicity that is produced in the *flu* mutant, but is typically attenuated in the *flu/ex1* mutant. We compared published transcriptomes of the *flu/ex1* and *flu/ex1/safe1* mutants subject to dark-light shifts against the CHX and RB transcriptomes. We observed that the *flu/ex1* transcriptomes showed approximately 32.5% (p = 3.9 E-11) and 24.2% (p = 1 E-17) overlap with CHX and RB respectively, which was further increased to 77.7% (p = 0) and 46% (p = 0) respectively in the *flu/ex1/safe1* mutant (**Supplemental Figure S2**). Furthermore, it was also reported that the dark-light shift led to chloroplast leakage in this mutant, whereas plastid integrity was maintained in the *flu/ex1* mutant under the same conditions (Wang et al., 2020). These results support the notion that SAFE1 is an important component for the maintenance of plastid integrity preventing leakage of photodynamic components to the cytoplasm.

### Translational attenuation index analysis of transcriptomes can be used to differentiate between cytosolic and chloroplastic sources of ^1^O_2_

Comparison of experimental transcriptomes to the CHX transcriptome can provide an estimation of the degree of translational repression due to ^1^O_2_ production in the cytoplasm. To carry this out, genes from various transcriptomic experiments were subjected to a 2-fold expression threshold and p<0.05 significance cut-off. The selected genes were compared to CHX fold changes that is used as a common reference for all comparisons. The percentage of genes that are upregulated and the relative amplitude of their fold-change provides insight into the ^1^O_2_-responsiveness of the experimental transcriptome. We can use these properties to assign a simple quantitative index which we will term here as the Translational Attenuation Index (TAI), where the highest theoretical value that occurs in complete overlap would be 1 (See Methods).

The TAI values were computed for the *flu* (0.81); *flu/ex1*(0.73); *flu/ex2* (0.93) and *flu/ex1/ex2* (0.73) transcriptomes (**Figure 6B**). While the *flu/ex1* and *flu/ex1/ex2* mutants showed a decreased TAI (**Figure 6B**), the *flu/ex2* mutant showed a higher TAI than even the *flu* mutant. These values are consistent with previous analyses showing that *ex1* can mitigate the *flu* stress phenotype, while *ex2* alone appears to enhance it (Lee et al., 2007). In any case, the executor mutations appear to only attenuate the effect of *flu*, suggesting that the presence of cytosolic ^1^O_2_ or its effect may be reduced but not completely abrogated by the executor pathway, in agreement with the results of the application of ALA. In addition, TAI analysis for the *flu/ex1* and *flu/ex1/safe1* transcriptomes obtained by a separate group showed a TAI value of 0.57 for *flu/ex1*, while the TAI value of the *flu/ex1/safe1* transcriptome was further increased to 0.90 (**Supplemental Figure S2**), consistent with the observation that plastid integrity was compromised in this mutant under a dark-light shift (Wang et al., 2020), which may lead to leakage of chlorophyll metabolites into the cytoplasm.

### Combined cold/HL stress in the Ch1 mutant leads to significant induction of ^1^O_2_ activity and translational attenuation

Previous observations showed that the *Ch1* mutant under combined cold/HL stress conditions produced significantly greater amounts of ^1^O_2_ and lipid peroxidation compared to WT plants (Ramel et al., 2013). The *Ch1* mutant under combined cold/HL stress showed a strong ^1^O_2_ response, with significant overlaps of *Ch1* with CHX, RB and the *flu* mutant (**Figure 1**). It was established that the *Ch1* mediated photooxidative stress response did not appear to be dependent on the executor pathway, as *Ch1/ex1* double mutant plants were indistinguishable from *Ch1* plants under cold/HL stress (Ramel et al., 2013). Venn diagram analysis using publicly available *Ch1* transcriptomes show a strong overlap of the *Ch1* mutant to CHX (46.6%, p = 3.3E-118) and RB (29.1%, p = 1.2E-119), suggesting the possibility of a significant common effect on cytosolic translation (**Supplemental Figure S3**, **Supplemental Table S1A**). Consistent with the overlap, the *Ch1* mutants under cold/HL showed a relatively high TAI score (TAI = 0.69, **Supplemental Figure S3**); indicating that the combined cold/HL stress likely impacted on translational activity.

Interestingly, observations showed that cold/HL treatment caused chloroplast rupture and leakage of chloroplast contents into the cytosol (Kim et al., 2012). Therefore, under those conditions, the source of the ^1^O_2_ effect may stem from released photodynamic chlorophyll pigments. For example, green sections of the *var2* mutant manifested chloroplast rupture and cell death whereas albino sections do not (Kim et al., 2012). In a similar manner, the ferrochelatase 2 (FC2) protein is responsible for the insertion of iron into protoporphyrin IX to form protoheme. In its absence (i.e. *fc2)*, chlorophyll biosynthesis is disrupted and chloroplasts showed progressive degradation as a function of ^1^O_2_ stress (Fisher et al., 2021).

The mutant *Ch1* was also examined in moderate conditions without cold for 0, 1, 2, 4 h in LL and HL. Interestingly in this case, ^1^O_2_ responsive genes were not induced; indeed, they appear to be repressed (**Figure 7A**). In contrast, superoxide ( ${\text{O}}_{2}^{-}$ ) responsive genes were induced in a light and time dependent manner (**Figure 7A**). To extend these observations, RNAseq analysis was carried out. 

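The RNAseq set holds 24 libraries of whole 2-week-old *Ch1* seedlings, which lack chlorophyll b: 3 replicates each at 0, 1, 2 and 4 h of LL (30 µE m-2 s-1) and of HL (1000 µE m-2 s-1). The growth temperature is 21 C in the methods and 22 C in the sample labels. Transcripts were counted at their 3' ends by MARS-seq. The deposited values analysed here are the authors' counts per gene, made with cutadapt, STAR 2.4.2a on Araport 11 and HTSeq-count, in 1 table for LL (10930 genes) and 1 for HL (11166 genes). Library totals ran from 1163870 to 2061753 counts in LL and from 1617051 to 2070855 counts in HL. Each later time was compared with the 0 h libraries of its own light level by edgeR's quasi-likelihood test in 1 fit per light level, with TMM scaling. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The difference between the HL and LL changes was tested in 1 fit of all 24 libraries over the 10349 genes in both tables. Levels are TMM-normalized CPM, given as mean and SD of 3 libraries. Changes are log2 fold changes with their standard error (SE). The p-values measure the spread between these libraries, and no source used here says whether the replicates were grown as separate cultures. Bounds and ratio intervals cover counting error only, and whether molecular identifiers were collapsed is not stated. In data simulated from these libraries, the test called 28% of 2-fold and 71% of 4-fold changes at 4 h of LL, and 23% and 68% at 4 h of HL, with 6 of the unchanged genes called in each.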

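BAP1, AT5G64870 and AT5G13200, which the paper uses as 1O_2_ markers, all fell by 4 h at both light levels. BAP1 went from 102 (SD 9.31) to 49.5 (9.28) CPM in LL and from 144 (34.9) to 35.0 (5.49) CPM in HL. AT5G64870 went from 31.5 (7.58) to 4.03 (0.209) CPM in LL and from 44.2 (10.8) to 4.52 (1.28) CPM in HL. AT5G13200 went from 29.6 (4.11) to 8.84 (1.3) CPM in LL and from 34.8 (4.63) to 10.9 (2.07) CPM in HL. The log2 fold changes at 4 h were -1.05 (adjusted p = 0.000384, edgeR's quasi-likelihood test), -2.93 (1.8e-05) and -1.75 (6.26e-05) in LL. In HL they were -2.04 (9.86e-07), -3.26 (1.13e-06) and -1.66 (3.46e-05) by the same test. The fall began early: at 1 h AT5G64870 had fallen by 1.81 in LL and by 2.36 in HL, and in HL BAP1 (-1.19) and AT5G13200 (-1.03) were lower too. At 2 h AT5G64870 (-2.61) and AT5G13200 (-1.00) were lower in LL, while BAP1 (-0.81) stayed under the 2-fold limit there. The BAP1 call at 4 h of LL is lost without LL 0 h replicate 1 (-0.97) or without LL 4 h replicate 2 (-0.90), and its call at 1 h of HL without HL 0 h replicate 2 (-0.96). The AT5G13200 call at 2 h of LL is lost without LL 0 h replicate 2 (-0.87), LL 2 h replicate 1 (-0.95) or LL 2 h replicate 3 (-1.00), and that at 1 h of HL without HL 0 h replicate 2 (-0.92) or HL 1 h replicate 2 (-0.83). None of the 3 markers was called for a different change in HL than in LL at 4 h, also adjusted over the list alone (BAP1 -0.96, adjusted p = 0.0813, edgeR's quasi-likelihood test). The test of that difference called only 23% of simulated 2-fold changes, so a difference of that size is not excluded. By camera the 3 markers as a list were lower than other genes at 4 h (adjusted p = 0.00235 in LL, and 0.0319 with an estimated correlation; 8.95e-05 and 0.0409 in HL). Among the superoxide genes, ferritin FER1 rose in HL from 581 (96.3) CPM to 1400 (128), 1750 (161) and 1510 (22.3) CPM at 1, 2 and 4 h, a log2 fold change of 1.38 at 4 h (SE 0.126, adjusted p = 7.14e-08). In LL, FER1 had 576 (93.2) CPM at 0 h and 1050 (97.9), 962 (171) and 847 (83.9) CPM afterwards, log2 fold changes of 0.86, 0.74 and 0.55 that stay under the 2-fold limit. The HL change of FER1 exceeded the LL change by 0.90 at 2 h (adjusted p = 0.0204) and by 0.86 at 4 h (0.014), also under 2-fold. MYBL2 fell at 4 h of LL, with 18 counts over the 3 libraries at 0 h and 3 at 4 h (ratio 7.27, 95% interval 2.12 to 38.5), and had a log2 fold change of -0.79 in HL (adjusted p = 0.306). AT4G21870 had -0.29 at 4 h in both, and FER4 had 2 counts at 0 h and 10 at 4 h of HL (ratio 4.54, 0.967 to 42.6). As a list the superoxide genes counted 0 higher and 1 lower of 3 in LL and 1 and 0 of 4 in HL at 4 h, the same adjusted over the list alone (camera adjusted p = 0.995 and 0.261). By fry, which tests a list without setting it against other genes, the adjusted p was 0.601 in LL and 0.00577 in HL. Values of AT3G01830, of FER4 in LL and of CAO, the gene mutated in *Ch1*, are not analysed here. Over all genes, 374 were higher and 766 lower at 1 h of LL, 474 and 891 at 2 h, and 627 and 1177 at 4 h. In HL, 442 were higher and 564 lower at 1 h, 526 and 804 at 2 h, and 839 and 912 at 4 h. At 4 h the 3 libraries did not overlap those of 0 h for 41.5% of genes in LL and 38.2% in HL, where chance gives 10%.

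**Figure D1:**
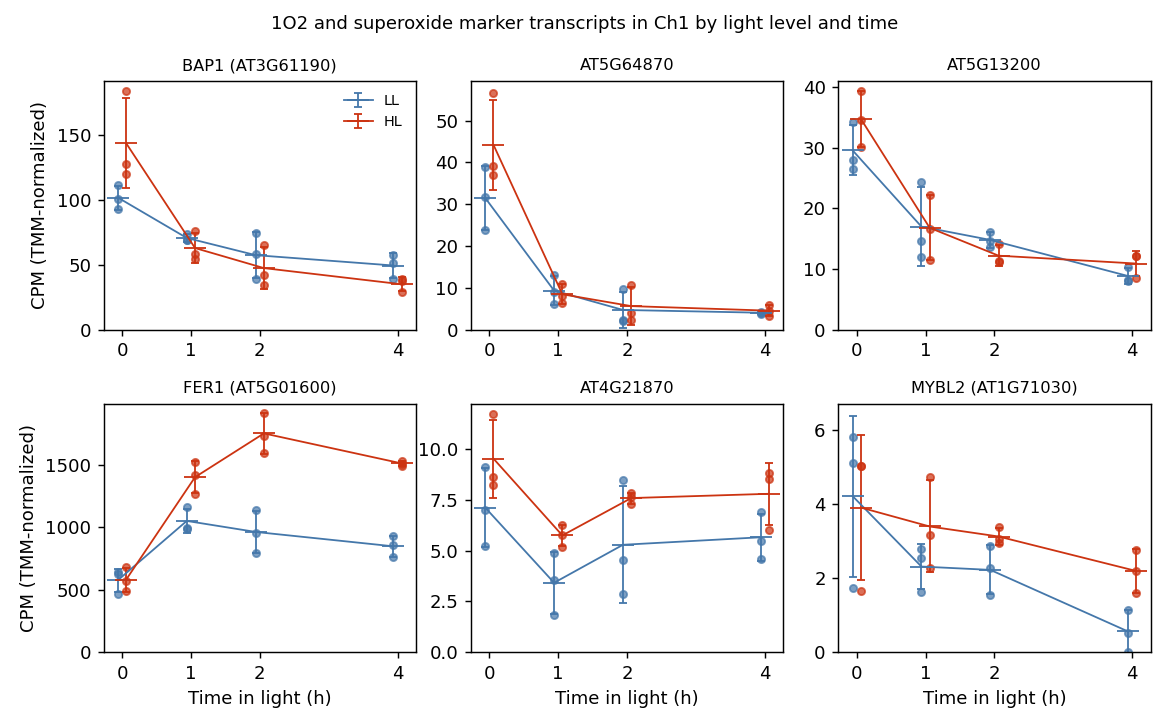
Levels of the paper's 1O_2_ marker genes BAP1, AT5G64870 and AT5G13200 and of the superoxide genes FER1, AT4G21870 and MYBL2 in *Ch1* seedlings over time in LL and HL. Points, single libraries; lines, means; bars, SD of 3 libraries.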

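KTI1, a trypsin inhibitor gene, and AT4G16260 were among the genes that rose both in *Ch1* without cold and in the paper's list for *Ch1* in cold and HL. KTI1 went from 368 CPM to 2019 CPM at 1 h of LL (log2 fold change 2.45) and to 2634 CPM at 4 h (2.83, adjusted p = 4.02e-07, edgeR's quasi-likelihood test), and in HL from 396 to 2502 CPM at 2 h (2.66). AT4G16260 rose from 63.5 to 751 CPM at 4 h of LL (3.54) and from 77.8 to 515 CPM at 4 h of HL (2.72, adjusted p = 1.68e-07). Others shared in LL were AACT1 (2.75 at 1 h, 2.97 at 2 h), MYB2 (2.41 at 1 h, 2.75 at 4 h), JRG21 (2.31 at 1 h) and WRKY45 (2.76 at 2 h, 2.72 at 4 h, 348 CPM). NAC6 was shared at 4 h of LL on 21 against 2 counts (ratio 8.67, 95% interval 2.12 to 76.2), a call lost by DESeq2 (3.11) and without LL 0 h replicate 2 (2.32). In HL the glucosyltransferase UGT75B1 rose by 3.26 at 2 h and 3.46 at 4 h (from 14.7 to 160 CPM), JRG21 by 2.72 at 1 h, GSTU7 by 3.00 at 1 h, SEN1 by 2.82 at 1 h (from a 0 h level of 27.6 CPM, against 191 at 0 h of LL), TAT7 by 2.44 at 2 h and UGT73B2 by 2.12 at 2 h. CYP81D11 was shared at 1 h (22 against 2 counts, 9.53, 2.34 to 83.6) and at 4 h of HL (38 against 2 counts, 17.2, 4.46 to 148). Of the 601 genes in that list, 391 were tested in LL and 404 in HL. In LL the overlap was 9.1% of the smaller list at 1 h (34 genes; Fisher's exact test, one-sided, adjusted p = 9.58e-07 over 24 tests), 7.2% at 2 h (34 genes; 0.000136) and 4.2% at 4 h (25 genes; 0.36), where independent lists would share 13.4, 17 and 22.4 genes. In HL it was 10.9% at 1 h (48 genes; by the same exact test, adjusted p = 1.65e-11), 6.1% at 2 h (32 genes; 0.00388) and 5.7% at 4 h (34 genes; 0.322), where independent lists would share 16, 19 and 30.4 genes. The 2 h value in HL went to 4.7% without HL 2 h replicate 1 and to 6.7% without HL 0 h replicate 1, with unadjusted p from 0.000363 to 0.133 over the left-out libraries. More members of the list were called lower than higher at 4 h: 126 of 391 in LL (32.2%) and 119 of 404 in HL (29.5%), against 1177 of 10930 and 912 of 11166 over all genes. This held earlier too. At 1 h 68 were lower and 34 higher in LL, and 61 and 48 in HL, where all genes had 766 and 374, and 564 and 442. At 2 h they were 87 and 34, and 98 and 32, where all genes had 891 and 474, and 804 and 526. By camera the list was lower than other genes at 4 h (adjusted p = 1.34e-09 in LL and 3.81e-10 in HL, or 0.0627 and 0.0619 with an estimated correlation). At 1 h it did not pass the threshold by camera (adjusted p = 0.169 in LL and 0.233 in HL).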

In the absence of cold, only a small overlap of less than 10% between *Ch1* LL/HL transcriptomes and that of *Ch1* under cold/HL stress was obtained. Furthermore, in the absence of cold, moderate overlaps of 20-30% with DCMU and *Ch1* were observed (**Supplemental Tables S2**, **S3**) and low TAI values were obtained (LL TAI = 0.29; HL TAI = 0.28; **Figure 7B**).

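Among the genes of the paper's DCMU list that rose most here at 4 h of HL were cPT4, from 1.90 to 73.9 CPM (log2 fold change 5.17, SE 0.294, adjusted p = 1.03e-10, edgeR's quasi-likelihood test), and PMI2, with 2 counts at 0 h and 82 at 4 h (ratio 37.2, 95% interval 9.98 to 312). UGT73C1 had no counts at 0 h and 46 at 4 h of HL, at least 13.9-fold higher against a floor of 3 counts over the group, and AT5G47610 none and 13 (at least 3.93-fold), a call lost by DESeq2 (4.41). The chloroplast gene ATCG00260 had 1 count at 0 h and 973 at 4 h of HL, nearly all in replicate 3: without it the change is 2.10, and the call is also lost by DESeq2 and without any 1 of the HL 0 h libraries. In LL at 4 h the shared genes include CSLB03, from 6.52 to 66.6 CPM (3.31, adjusted p = 3.96e-07 by the same test), cPT4 (3.61, from 1.24 to 17.1 CPM) and AT3G23930 (25 against 1 count, 20.6, 3.38 to 847). The DCMU list holds 711 genes, of which 581 were tested in LL and 602 in HL. At 4 h the overlap was 16.4% of the smaller list in LL (103 genes against 33.3 for independent lists; Fisher's exact test, one-sided, adjusted p = 1.64e-25) and 22.6% in HL (161 against 45.2; adjusted p = 1.57e-49). Members of this list were called higher more than lower at 4 h, 103 against 59 in LL and 161 against 48 in HL, with median changes of 0.29 and 0.47. By camera the list was higher than other genes at 4 h of HL (adjusted p = 1.21e-06, and 0.0421 with an estimated correlation) and of LL (adjusted p = 0.000916, and 0.14 with an estimated correlation).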

**Figure 7:**
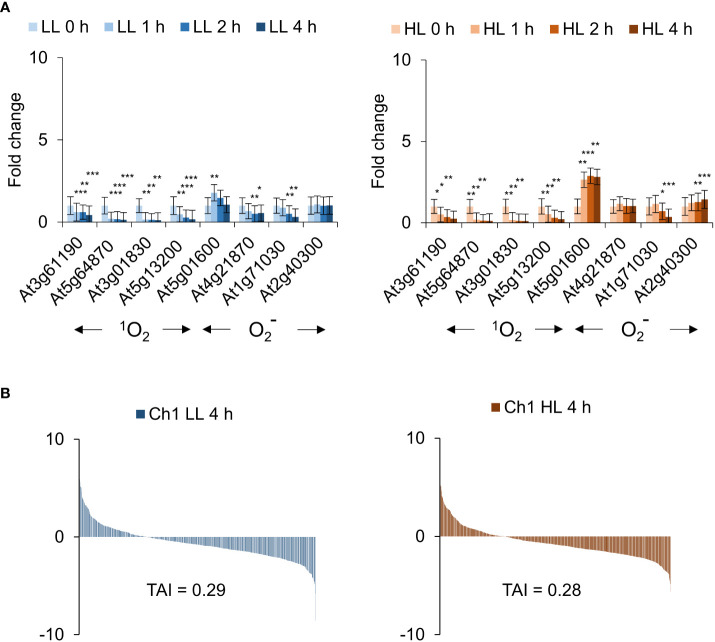
*Ch1* seedlings do not present cytosolic ^1^O_2_ signatures under low and high light treatment. **(A)** Arabidopsis *Ch1* seedlings were exposed to low light (30 µE m^-2^ s^-1^) or high light (1000 µE m^-2^ s^-1^) for 0, 1, 2, 4 h). RNA was extracted and processed as described in the Materials and Methods for qRT-PCR analysis. The means and SE of three replicates is shown. Student’s t-test was performed against their respective controls for significance (* - P<0.05; ** - P<0.01; *** - P<0.001). **(B)** Translational Attenuation Index analysis of *Ch1* induced transcripts under low light (30 µE m^-2^ s^-1^) or high light (1000 µE m^-2^ s^-1^) conditions after 4 h.

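At 4 h of LL the largest falls included cold-regulated and light-harvesting genes. COR15A fell from 260 (SD 111) to 0.939 (0.871) CPM (log2 fold change -8.02, SE 0.47, adjusted p = 5.57e-10, edgeR's quasi-likelihood test), CAB2 from 10600 (1360) to 52.0 (10.2) CPM (-7.68, SE 0.248, adjusted p = 1.79e-13), LHCB2.3 from 959 to 15.3 CPM (-5.97) and LTI78 from 916 to 17.7 CPM (-5.69). DDF1 had 350 counts at 0 h and 1 at 4 h (ratio 424, 95% interval 75.6 to 16800), RAS1 155 and 1 (188, 33.2 to 7460), EXLA3 198 and 2 (120, 32.8 to 997), AT1G22810 114 and 1 (138, 24.3 to 5500) and AT1G33760 102 and 2 (61.8, 16.7 to 517). AT2G24600, with 92 counts at 0 h and none at 4 h, was at least 37.2-fold lower against a floor of 3 counts over the group. Among the largest rises were JMJD5, from 5.87 (1.45) to 134 (10.7) CPM (4.47, SE 0.204, adjusted p = 1.85e-11), OSM34, from 151 to 1150 CPM (2.93), PDF1.4, from 15.2 to 156 CPM (3.32), and the peroxidase AT1G49570, to 224 CPM. AT4G33720 rose by 4.86 with a wide spread at 4 h (526 CPM, SD 356), AT3G05950 by 3.87 (43.0 CPM, SD 39.2), and AT3G03670 had 3 counts at 0 h and 248 at 4 h (68.2, 23.1 to 333). Of the gene lists, 13 of 14 cold-regulated genes were lower (14 adjusted over the list alone), with a median of -4.27 (camera adjusted p = 9.56e-47), among them ERD10 (-4.36, from 1330 to 64.7 CPM), KIN2 (-4.18, from 2910 to 161 CPM), KIN1 (-5.34) and COR47 (-2.57). In the light-harvesting complex 16 of 20 genes were lower and 0 higher (16 and 0 adjusted over the list alone; median -2.19, camera adjusted p = 9.38e-53), while LHCB4.3 (-0.05), LHCB4.1 (-0.98), Lhca5 (0.12) and Lhca6 (-0.66) were not called. The LHCB1 copies are nearly identical, so the split of their reads among CAB1, CAB2 and CAB3 is uncertain. Jasmonate genes were lower in 10 of 18 (11 adjusted over the list alone; median -1.42, camera adjusted p = 2.35e-12), among them LOX2, from 531 to 102 CPM (-2.38), LOX4, from 98.2 to 7.90 CPM (-3.62), AOC3 (-2.76), VSP1 (-3.18) and VSP2 (-3.05). Touch and rapid stress genes were lower in 12 of 19 (12 adjusted over the list alone; median -1.38, camera adjusted p = 1.32e-11), among them TCH3, from 2410 to 775 CPM (-1.64), TCH4 (-4.41), SZF1 (-2.67) and WRKY40 (-1.76). Chlorophyll and tetrapyrrole synthesis genes were lower in 8 of 20 and higher in 1 (9 and 1 adjusted over the list alone; median -0.82, camera adjusted p = 3.46e-05): GUN5 (-1.65, from 612 to 195 CPM), PORA (-4.30), PORB (-1.49) and FC1 (-2.25) fell and FC2 rose to 71.1 CPM (1.17). Abscisic acid genes were lower in 5 of 9 (5 adjusted over the list alone; median -1.74, or -1.1 without LL 0 h replicate 2; camera adjusted p = 0.000555), with RD22 (-2.17) and LEA4-5 (-3.32) down and HAI1 (1.57) up. These 6 lists stayed past the threshold with an estimated correlation. The photoprotection list, with 4 of 12 genes lower (5 adjusted over the list alone), including NPQ4 (PsbS, -1.41, from 2080 to 784 CPM) and ABA1 (-2.39, from 117 to 22.2 CPM), did not (camera adjusted p = 0.0196, and 0.0668 with an estimated correlation), nor did the shoot list, with 4 of 9 lower, including CA1 (-1.96, from 2580 to 665 CPM; 4 adjusted over the list alone; 0.0055, and 0.101 with an estimated correlation). Clock genes went both ways: ELF4 (1.24), LCL1 (1.24) and BOA (1.23) rose, and CCA1 (-3.76), PRR7 (-3.95), PRR5 (-1.84), GI (-1.66) and TCP11 (-1.52) fell (3 and 5 of 15; 4 and 5 adjusted over the list alone). Few members changed in the other lists: heat shock 1 higher (HSP17.4, 1.24) and 2 lower of 18, flavonoid 1 and 1 of 10 (PAL1 -1.75), iron 0 of 8, carbon starvation 1 of 18, endoplasmic reticulum stress 0 and 2 of 11, Aux/IAA 2 and 1 of 14 (IAA28 1.18), hypoxia 1 and 2 of 15 (ETR2 1.80, AlaAT1 -1.60) and root 1 and 1 of 11, with camera adjusted p from 0.0536 to 0.995. Adjusted over the list alone the counts of these 8 lists differ in carbon starvation (0) and in Aux/IAA (2 and 2). The HSP17.4 call is lost without LL 0 h replicate 1 (0.98) or LL 4 h replicate 2 (1.18).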

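HL for 4 h shared several of the largest falls of LL, among them CAB2, DDF1 and RAS1, and added rises in heat shock, flavonoid and photoprotection genes. CAB2 fell from 12600 (SD 926) to 49.5 (14.6) CPM (log2 fold change -7.99, SE 0.234, adjusted p = 1.12e-14, edgeR's quasi-likelihood test), CAB3 from 12900 (443) to 191 (70.8) CPM (-6.08), LHCB2.2 from 2340 to 46.3 CPM (-5.66), RAS1 from 76.9 to 0.726 CPM (-6.59), EXLA3 from 56.8 to 0.727 CPM (-6.16) and AT5G52020 from 34.5 to 0.724 CPM (-5.44). DDF1, with 851 counts at 0 h and none at 4 h, was at least 313-fold lower and ddf2 (116 and none) at least 42.6-fold lower. AT1G33760 had 253 counts at 0 h and 1 at 4 h (ratio 279, 95% interval 49.6 to 11100) and RRTF1 372 and 3 (137, 46.4 to 666). Among the largest rises were AT2G15020, from 2.72 to 75.4 CPM (4.82, SE 0.33, adjusted p = 1.45e-09), AT5G24155, from 2.23 to 52.8 CPM (4.66), AT3G28270, from 16.4 to 289 CPM (4.14), CSLB04, from 4.33 to 64.9 CPM (3.87), HBP1, from 27.7 to 399 CPM (3.83), and AT4G33720 (3.75). CYCD4;1 had 2 counts at 0 h and 458 at 4 h (208, 57.2 to 1720) with an SD of 71.1 on 82.7 CPM, and its call is lost by DESeq2 (7.45) and without HL 0 h replicate 1 (6.91) or 3 (6.93). Heat shock genes were higher in 10 of 19 and lower in 2 (11 and 2 adjusted over the list alone; median 1.09, camera adjusted p = 0.000662, and 0.115 with an estimated correlation): MBF1C, from 21.5 to 143 CPM (2.73), HSP70, from 106 to 366 CPM (1.78), HSP90.1 (1.94), ROF1 (1.22) and HSP101 (1.02) rose, and HSFA3 (-1.59) and HSP18.2 (-1.59) fell. HSP18.2 is not called without HL 0 h replicate 3 (-1.38) or HL 4 h replicate 3 (-1.24). Flavonoid genes were higher in 6 of 14 (7 adjusted over the list alone; median 1.23, camera adjusted p = 0.00671, and 0.236 with an estimated correlation): chalcone synthase TT4, from 176 to 405 CPM, TT5 (1.18), F3H (1.82), FLS1 (1.37), UGT78D2, from 20.5 to 73.0 CPM (1.83), and MYB12 (1.47). Photoprotection genes were higher in 4 of 13 (4 adjusted over the list alone; median 0.64, camera adjusted p = 0.0403, and 0.1 with an estimated correlation): CAT2, from 15.3 to 57.0 CPM (1.89), ELIP1, from 5.92 to 31.8 CPM, ELIP2 (2.29) and CSD2. The median of this list goes to 0.31 without HL 4 h replicate 1. Of the shoot markers RBCS1B, from 381 to 2410 CPM (2.66), and RBCS2B, from 3220 to 9350 CPM (1.54), rose and AT1G22690 (-1.06, a call lost by DESeq2 and without any 1 of 5 libraries, -0.68 to -1.10) fell (2 and 1 of 9, also adjusted over the list alone, with camera adjusted p = 0.00199, and 0.148 with an estimated correlation). Whether reads were shared among the RBCS B copies was not tested. LHCB4.3, from 113 to 468 CPM (2.05), and Lhca6, from 48.8 to 119 CPM (1.27), rose, against 16 of 20 light-harvesting genes that fell (2 and 16 adjusted over the list alone; median -2.66, camera adjusted p = 4.83e-66). Cold-regulated genes were lower in 12 of 13 (13 adjusted over the list alone; camera adjusted p = 5.95e-30), among them LTI78, from 817 to 22.3 CPM (-5.19), ERD10 (-3.90) and KIN2, from 2800 to 200 CPM (-3.80), and the median is -3.90, or -3.80 with genes without counts at their bound. Touch and rapid stress genes were lower in 13 of 19 (13 adjusted over the list alone; median -1.83, camera adjusted p = 1.25e-19), among them TCH3 (-2.17), STZ, from 484 to 109 CPM (-2.14), and WRKY40, from 144 to 19.1 CPM (-2.91). Jasmonate genes were lower in 11 of 19 (11 adjusted over the list alone; median -1.34, camera adjusted p = 2.16e-09), among them AOC3, from 155 to 17.6 CPM (-3.13), LOX4, from 145 to 7.66 CPM (-4.23), and JAZ1 (-3.06). These last 4 lists stayed past the threshold with an estimated correlation. Abscisic acid genes were lower in 4 of 8 (5 adjusted over the list alone; camera adjusted p = 0.000503, and 0.0783 with an estimated correlation), among them RD22 (-2.00), as were 4 of 20 tetrapyrrole genes (PORA -4.90, PORB -2.09, FC1 -2.01, CRD1 -1.00; 4 adjusted over the list alone), with FC2 up from 38.4 to 137 CPM (1.84), at a camera adjusted p of 0.044, and 0.223 with an estimated correlation. In the hypoxia list ADH1 (-2.65, from 74.4 to 11.8 CPM), LBD41 (-1.68), AT3G10040 (-1.86), HB1 (-1.23) and FTM1 (-2.09) fell (5 of 16, also adjusted over the list alone; camera adjusted p = 0.0309, and 0.29 with an estimated correlation). Clock genes rose in 5 of 15 (ELF4 1.54, LCL1 1.28, BOA 1.07, RVE8 2.19, PRR3 1.59) and fell in 5 (CCA1 -1.66, PRR5 -2.21, PRR7 -3.52, GI -1.77, TCP11 -2.52; 5 and 5 adjusted over the list alone; camera adjusted p = 0.643). The other lists moved little, with the same counts adjusted over the list alone: iron 2 higher (FER1, YSL1) and 1 lower (AT1G21140 -1.63) of 8, carbon starvation 0 and 2 of 16 (ASN1 -1.35), endoplasmic reticulum stress 0 of 14, Aux/IAA 1 and 1 of 13 (IAA28 1.14, IAA19 -1.62) and root 2 and 1 of 12 (EXPA18), with camera adjusted p from 0.261 to 0.839. Of the chloroplast and mitochondrial genes, 6 were higher and 1 lower of 88 in HL (6 and 0 adjusted over the list alone; camera adjusted p = 0.818) and 2 and 3 of 82 in LL (1 and 1 adjusted over the list alone; 0.479).

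**Figure D2:**
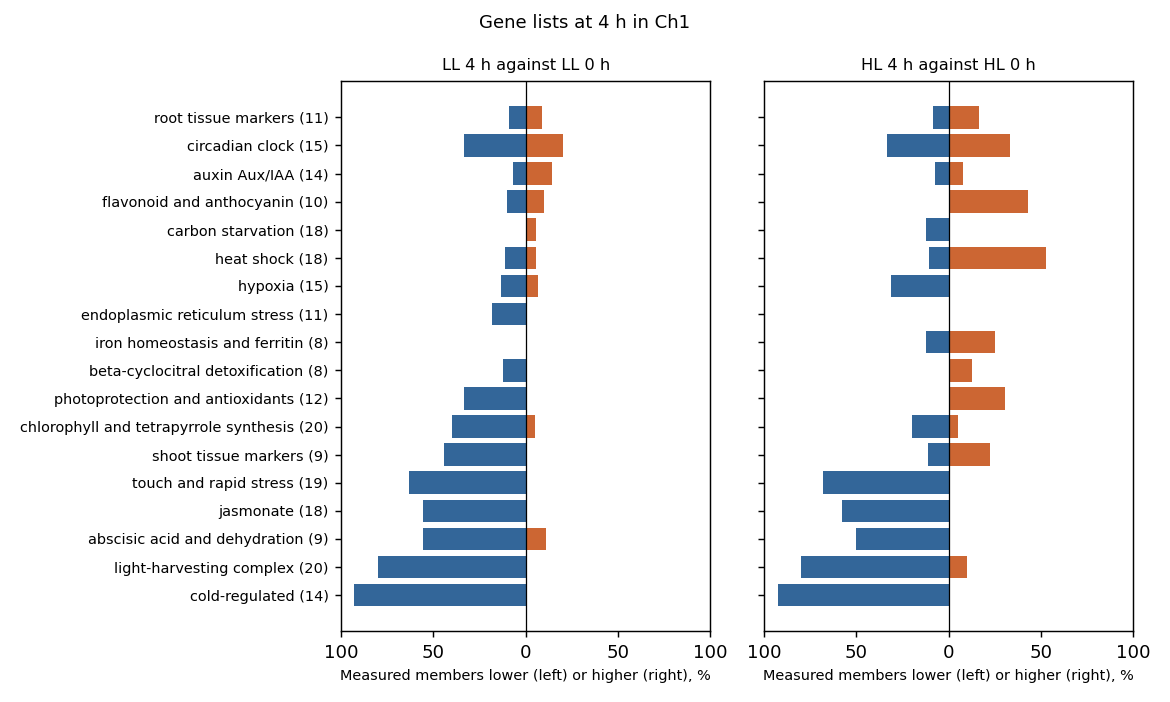
Percent of the measured members of each gene list that were called lower (left) or higher (right) at 4 h than at 0 h, in LL and in HL. The number in brackets is the measured members in LL. Members of one list are not independent of each other.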

As β-cyclocitral (BCC) is also thought to be a signalling molecule involved in transducing ^1^O_2_ signalling in the *Ch1* mutant, we performed Venn diagram analysis using publicly available *Ch1* (cold/HL) and BCC transcriptomes showed that the *Ch1* mutant when carried out with cold treatment had a strong overlap with CHX (46.6%, p = 3.3E-118) and RB ((29.1%, p = 1.2E-119), indicating a significant effect on cytosolic translation (**Supplemental Table S1A**). Application of BCC showed a similar but slightly weaker overlap with CHX (31.4%, p = 4.4E-23) and RB (24.2%, p = 1.2E-41), while demonstrating a strong overlap with *Ch1* (48.8%, p = 1.1E-164) (**Supplemental Table S1A**). In contrast, when compared to *Ch1* LL and HL transcriptomes carried out here without additional cold treatment, the BCC transcriptome showed significantly weaker overlaps of between 4-7% for LL and 10-15% for HL (**Supplemental Table S4**). Thus, the increased light intensity with cold treatment stimulates a certain level of BCC production. These results suggest that in the case of *Ch1*, application of multiple stresses such as cold/HL treatment may result in leakage from chloroplasts causing relatively high TAI correlations and elevated BCC levels (compare **Supplemental Figure S3** and **Figure 7B**). In contrast, under conditions where chloroplast integrity is maintained and ^1^O_2_ production limited to the chloroplast, ^1^O_2_ can elicit some form of BCC-mediated retrograde signalling, but does not affect cytosolic translation and thus does not stimulate ^1^O_2_ sensitive genes.

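CYP81D11 and the transcription factor NAC032, both on the list of β-cyclocitral detoxification genes, were the only members of that list called at 4 h. CYP81D11 rose in HL, from 0.423 to 6.91 CPM. NAC032 fell in LL from 23.9 to 11.7 CPM (log2 fold change -1.03, SE 0.29, adjusted p = 0.0121, edgeR's quasi-likelihood test) and had a change of 0.49 in HL. NAC102 (-0.96 in LL, 0.62 in HL) and ATAF1 (-0.21 and 0.26) were not called. The list counted 0 higher and 1 lower of 8 in LL and 1 and 0 of 8 in HL, the same adjusted over the list alone, with medians of -0.59 (-0.10 without LL 0 h replicate 2) and 0.40 (camera adjusted p = 0.708 and 0.135). By fry, which does not set it against other genes, the list had an adjusted p of 0.113 in LL and 0.000672 in HL. As a list, the 6 members tested for the difference between HL and LL had an adjusted p of 0.0607 by camera and 0.00636 by fry. Of these 6, 1 was called (2 adjusted over the list alone). It was NAC032, whose HL change exceeded its LL change by 1.55 (adjusted p = 0.0187, edgeR's quasi-likelihood test). That call is lost without LL 0 h replicate 2 (1.44) or 3 (1.38), LL 4 h replicate 2, HL 0 h replicate 3 (1.33) or HL 4 h replicate 1 (1.39), and the fall in LL without LL 0 h replicate 2 (-0.91) or 3 (-0.88) or LL 4 h replicate 2 (-0.81). The BCC list itself is not used here. Over all genes, the HL change at 4 h was above the LL change for 250 genes and below it for 52, or for 165 and 29 without HL 4 h replicate 1. Of 100 exchanges of HL and LL among these libraries, 5 gave at least as many genes, the real one included. Levels in this comparison come from the scaling of all 24 libraries together, so they differ slightly from those scaled within 1 light level. Catalase CAT2 had 24.1 and 8.20 CPM at 0 and 4 h of LL and 60.0 CPM at 4 h of HL, a difference of 3.52 between the changes (adjusted p = 1.64e-05), and AT2G15020 had 2.63 and 1.80 CPM in LL and 2.79 and 79.4 CPM in HL (5.37, adjusted p = 0.000601). The photoprotection list was higher in HL by this test in 6 of 12 genes (7 adjusted over the list alone; camera adjusted p = 7.8e-11), with NPQ4 (1.37) beside CAT2, as were 3 of 18 heat shock genes (7 adjusted over the list alone; 3.13e-08), among them MBF1C (2.55) and HSP70 (2.12), 4 of 10 flavonoid genes (4 adjusted over the list alone; 3.75e-05), among them F3H (2.70) and TT4 (1.67), and 6 of 9 shoot markers (6 adjusted over the list alone; 9.85e-17), among them CA1 (2.60) and RBCS2B (1.57). All 4 lists stayed past the threshold with an estimated correlation. Of the 9 shoot markers, 3 were already lower in HL 0 h than in LL 0 h, so part of that list's difference can lie in the 0 h libraries. Below LL were PIF4 (-1.87), HB1 (-1.67), AT5G06270 (-1.70), SAG21 (-1.65), ERF6 (-1.53) and WRKY40 (-1.12). At 0 h WRKY40 had 67.6 CPM in LL and 148 in HL, and at 4 h 20.2 and 20.1, so its difference lies in the 0 h libraries, and ERF6 also had more in HL at 0 h (79.0 and 166 CPM). PIF4 is lost without any 1 of 6 libraries (-1.45 to -1.84), HB1 without any 1 of 7 (-1.43 to -1.71), AT5G06270 without LL 0 h replicate 2 (-1.69), HL 0 h replicate 1 (-1.57) or HL 4 h replicate 1 (-1.50), and WRKY40 without any 1 of 4 libraries (-0.97 to -1.06). The 2 sets of 0 h libraries differed before any treatment in 464 genes (154 without HL 0 h replicate 2), of which 428 were lower in HL (146 without it), among them ADF3 (-4.76), CAM6 (-4.54), LHCB3 (-2.86, 166 against 1202 CPM) and RBCS1B (-1.41). Of the 250 genes with the higher change in HL, 73 are among these 428, and 122 are also higher at 4 h of HL than at 4 h of LL directly.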

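The genes induced by rose bengal (RB) and in *flu* were called lower more than higher in *Ch1* at 4 h. Of the RB list, 272 of 730 tested members were lower and 19 higher in LL, and 297 of 748 lower and 45 higher in HL, with median log2 fold changes of -0.80 and -0.86 where all genes have -0.01 and 0.04. The share of lower members exceeded that of other genes (Fisher's exact test, one-sided, adjusted p = 1.16e-86 in LL and 2.71e-139 in HL). Of the *flu* list, 70 of 307 were lower and 39 higher in LL, and 94 of 309 lower and 35 higher in HL, with medians of -0.21 and -0.37. Over all genes the counts were 1177 lower and 627 higher in LL, and 912 and 839 in HL. By these counts the *flu* members in LL did not lean lower more than all genes did. Both shares there, 22.8% lower and 12.7% higher, exceeded those of other genes (Fisher's exact test, one-sided, adjusted p = 8.76e-10 and 3.89e-06). Among the RB members that rose were EXPA8 at 4 h of LL, from 1.73 to 14.2 CPM (2.94, SE 0.519, adjusted p = 0.000278, edgeR's quasi-likelihood test), UGT75B1 (from 11.3 to 51.5 CPM), AT5G04880 (2.21) and AT1G68620 (1.80), and DOGT1 at 4 h of HL, from 2.14 to 26.9 CPM (3.57, adjusted p = 3.3e-06 by the same test). Of the *flu* members, PDF1.4 rose in HL from 20.8 to 202 CPM (3.30) and CGA1 from 4.37 to 53.9 CPM (3.65), and in LL AT1G49570, WRKY45 and AT2G08650 (2.58) rose. As a share of the smaller list the RB overlap was 3.0% at 4 h of LL (19 genes against 41.9 for independent lists; adjusted p = 1) and 5.4% of HL (45 against 56.2; adjusted p = 1), and that with *flu* 12.1% of LL (39 against 17.6; adjusted p = 3.89e-06) and 10.9% of HL (35 against 23.2; 0.0126), by Fisher's exact test. The *flu* value in HL goes to 8.7% without HL 0 h replicate 3, with unadjusted p from 0.00302 to 0.148 over the left-out libraries. The overlap was larger early: RB 11.8% at 1 h of LL (44 genes; by the same exact test, adjusted p = 0.000243) and 13.6% of HL (60 genes; 1.97e-07), then 4.4% (21 genes; 1) and 8.2% (43 genes; 0.126) at 2 h, and *flu* 17.1% (55 genes; 2.41e-24) and 17.7% (57 genes; 1.13e-22) at 1 h and 13.4% (43 genes; 1.67e-11) and 14.0% (45 genes; 2.15e-11) at 2 h. Independent lists would share 25 and 29.6 genes with RB and 10.5 and 12.2 with *flu* at 1 h, and 31.7 and 35.2 and 13.3 and 14.6 at 2 h. More RB members were lower than higher at these times too: 173 against 44 in LL and 190 against 60 in HL at 1 h. At 2 h they were 213 against 21 and 263 against 43. Their lower share exceeded that of other genes at 1 h (Fisher's exact test, one-sided, adjusted p = 3.01e-50 in LL and 3.87e-87 in HL). Of *flu*, 46 were lower and 55 higher at 1 h of LL, and 50 and 57 of HL. By camera the RB list was lower than other genes at 4 h in LL and HL, and *flu* in HL, also with an estimated correlation (0.00856, 0.00675 and 0.0468), while *flu* in LL had an adjusted p of 0.00599, and 0.103 with an estimated correlation. The paper sets the low TAI values and the weaker overlaps of *Ch1* without cold against those with cold and HL. It also has qRT-PCR of 1O_2_ genes, pigment fluorescence seen only in plastids of dark-incubated *Ch1*, and published reports of chloroplast rupture in cold and HL. It reasons that 1O_2_ confined to intact chloroplasts leaves cytosolic translation unaffected, and so leaves 1O_2_ sensitive genes unstimulated. In its view such 1O_2_ can still signal from the chloroplast through BCC.

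**Figure D3:**
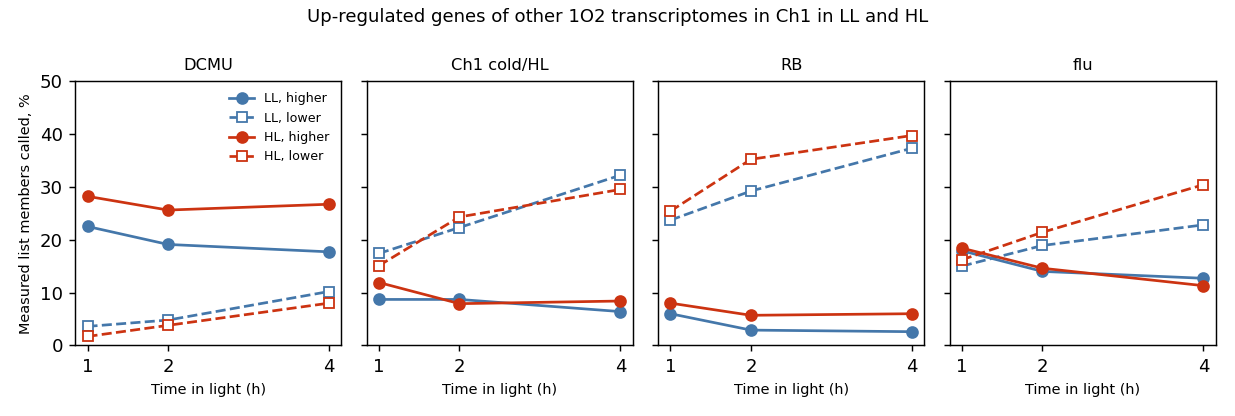
Percent of the tested members of the paper's lists of up-regulated genes (DCMU, *Ch1* in cold and HL, RB and *flu*) that were called higher (filled circles) or lower (open squares) than at 0 h in *Ch1* at 1, 2 and 4 h of LL (blue) and HL (red).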

### Transcriptome analysis can be used to gauge the contribution of cytosolic versus chloroplastic ^1^O_2_ under various stress conditions

The transcriptome of CHX was compared to other ^1^O_2_ generating systems known to be localized to the cytoplasm or to the chloroplast. For example, the herbicide diuron (DCMU) blocks the electron transfer between QA and QB of PSII causing photoinhibition *via* production of ^1^O_2_ in the chloroplast (Fufezan et al., 2002). RB was shown previously to localize mainly to the plasma membrane, and elicit detectable cytosolic ^1^O_2_ production (Koh et al., 2016). As shown in **Figure 8**, the ordering of the various transcriptomes based on their TAI values: RB, *flu*, DCMU, *Ch1*, are consistent with their putative cellular locations; placing RB and *flu* in one class (cytosol) and DCMU and *Ch1* in another (chloroplast).

**Figure 8:**
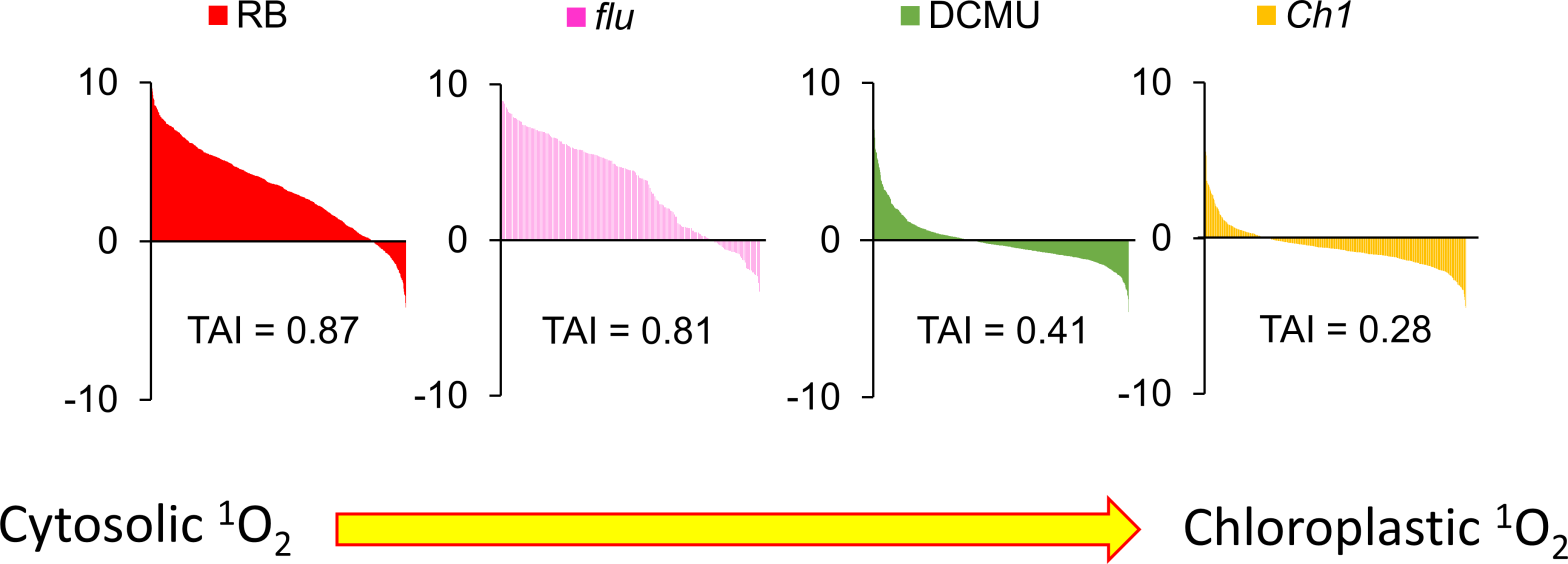
Cytosolic but not chloroplastic ^1^O_2_ production are correlated with CHX-induced transcriptomic responses. Translational Attenuation Index analysis of RB, *flu*, DCMU and *Ch1* transcripts. Genes were obtained from various transcriptomic experiments in the literature for the specific treatments and subjected to a 2-fold expression threshold and p<0.05 significance cutoff. Each list of >100 genes were then screened against a dataset of cycloheximide treatment and their expression values under cycloheximide treatment are displayed accordingly. The data here were obtained from public databases (CHX – GSE111284; RB -GSE111285; *flu* - GSE10509; DCMU - GSE111287; *Ch1* - GSE205861).

It was of interest to analyse additional mutations known to cause ^1^O_2_ production and examine their localization based on similarity to the CHX transcriptome. The *fc2* mutant, in a manner similar to *flu*, accumulates Pchd in the dark and displays a *flu*-like phenotype (Woodson et al., 2015). Interestingly, its light stress transcriptome shows significant overlaps with CHX, RB and *flu* transcriptomes (25-30%; TAI = 0.66; **Supplemental Table S1A** and **Supplemental Figure S4**). The weaker mutant *fc1*, that is also a ferrochelatase mutant, accumulates predominantly Protoporphyrin IX in the dark that is a less potent photosensitiser (Scharfenberg et al., 2015). The mutant *fc1* shows a weaker yet significant overlap with CHX, RB and *flu* compared to *fc2*, (TAI = 0.51; **Supplemental Table S1A** and **Supplemental Figure S4**). As noted above, progressive chloroplast degradation occurred in the light as a function of ^1^O_2_ stress in *fc2* (Fisher et al., 2021). Thus, the origin of some components of nuclear signalling in ferrochelatase mutants may emanate from photosensitizers stimulating direct cytosolic oxidation in a manner similar to the *flu* mutant.

Growth in Far-Red (FR) light has been shown to cause the accumulation of Pchd through its ability to stimulate protochlorophyllide biosynthesis, but not allowing for its efficient photoconversion to chlorophyll (Page et al., 2017). Analysis shows that transcriptomes of WT plants exposed to FR treatment and then exposed to white light overlap with CHX (28.1%, p-value = 1.3E-25) and RB (25.3%, p-value = 8.4E-68), respectively (**Supplemental Table S1A**). TAI analysis yields values of TAI = 0.62, suggestive of the generation of cytosolic ^1^O_2_ features in this case as well (**Supplemental Figure S4**).

## Discussion

### Transcriptomic signatures are correlated with ^1^O_2_ localization

^1^O_2_ is a potent ROS. Due to the ease of quantitative measurement, the oxidation of unsaturated fatty acids by ^1^O_2_ is well established. However, compared to unsaturated fatty acids, the oxidation of guanosine (G) residues is about 100-fold more reactive towards ^1^O_2_ (Wilkinson et al., 1995). When produced in the cytoplasm, ^1^O_2_ causes the oxidation of RNA and attenuation of cytoplasmic ribosomal translation. This results in decreased levels of short-lived repressor proteins, and stimulates the de-repression of the genes that they control (Koh et al., 2021). From our analysis here and previously, we observed that many ^1^O_2_ signalling transcripts were highly correlated with CHX treatment, supporting the hypothesis of ^1^O_2_ promoting translational attenuation (Koh et al., 2021). Here, we compare various light-dependent stress transcriptomes to that of the CHX transcriptome, so as to discern if cytoplasmic production of ^1^O_2_ is involved.

Utilizing well known models that generate ^1^O_2_ signalling such as RB, DCMU and the *flu* and *Ch1* mutants, TAI analyses provide a unified basis for examining their properties. For instance, RB preferentially localizes to the plasma membrane, while DCMU is a competitive analogue of plastoquinone targeted to the chloroplast. In each case ^1^O_2_, due to its short half-life, is generated locally and will biologically interact in its specific locality. RB and *flu* scored high in the TAI scale indicative of cytoplasmic ribosomal attenuation, while DCMU and *Ch1* (without dual stress of cold treatment) had the lowest scores (**Figure 8**). While the bioinformatic results of RB, DCMU and *Ch1* were anticipated, the cytoplasmic accumulation of *flu* and its concomitant high TAI score as shown here were not. Indeed, as Pchd was thought to localize only to the chloroplast its influence *via* photodynamic production of ^1^O_2_ on cellular expression was thought to occur exclusively through a retrograde signalling system from the chloroplast to the nucleus (op den Camp et al., 2003; Wagner et al., 2004). However, the observation that Pchd accumulates in the cytoplasm as well, illustrates how ^1^O_2_ is produced in the cytoplasm and can oxidize mRNA. Thus, while parallel retrograde pathways may exist, the oxidation of mRNA provides a mechanistic approach. A graphical summary of the key concepts discussed in the paper is provided in **Figure 9**.

**Figure 9:**
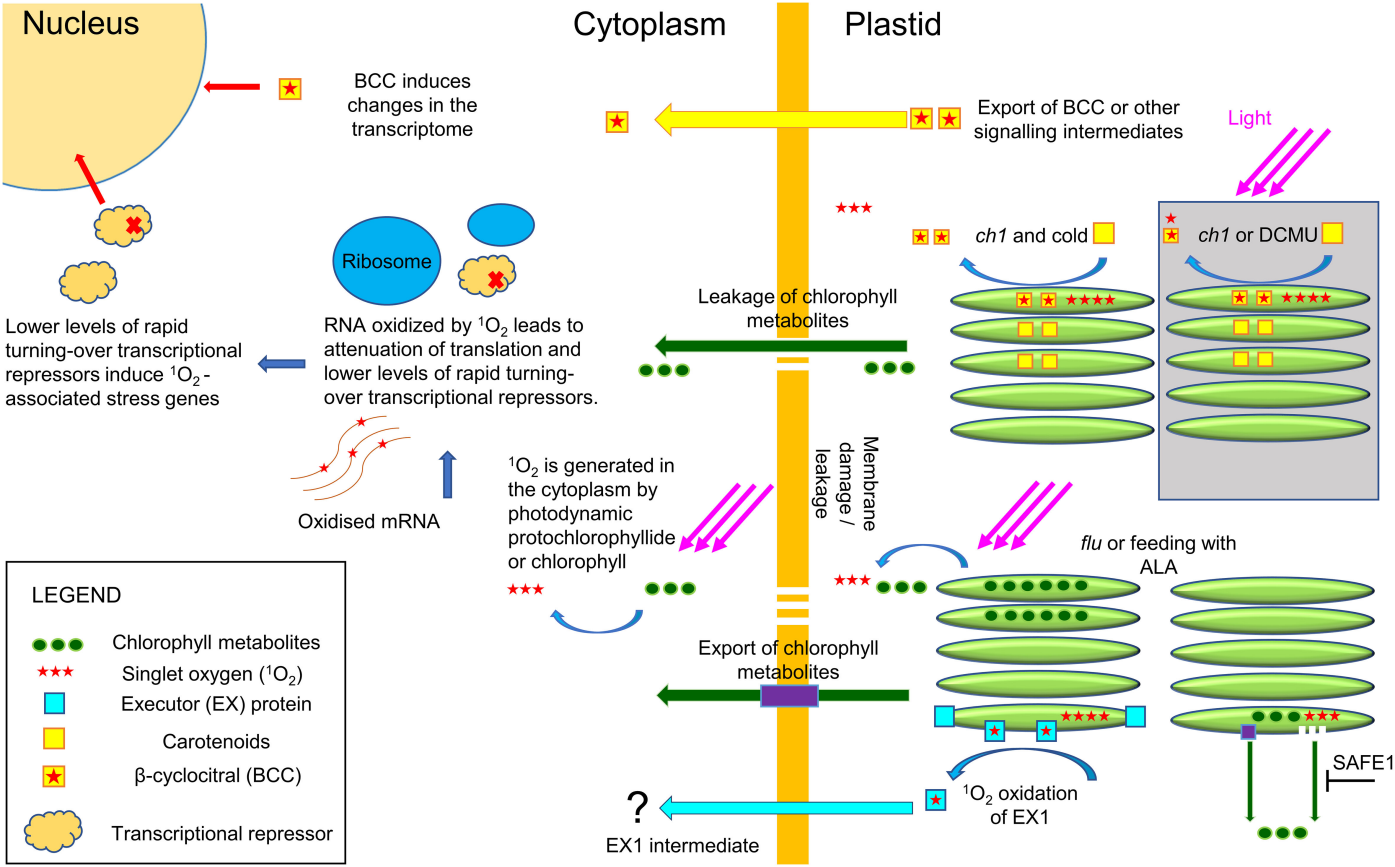
Plastid and cytoplasmic origins of ^1^O_2_. The *flu* mutant in the dark, or application of ALA, leads to the accumulation of chlorophyll metabolites and production of ^1^O_2_ in the cytoplasm in the light. It is currently unknown if the export of these metabolites occurs *via* specialized transport proteins or *via* membrane leakage. In the cytoplasm, ^1^O_2_ efficiently and selectively oxidizes guanosine residues in RNA that then inhibit translation lowering the levels of rapidly turning over repressors of transcription. The decrease in repressors will initiate the ^1^O_2_ transcriptome signature that resembles the transcriptome of CHX, an inhibitor of 80S ribosome translation. The EX1 mutant pathway has been shown to attenuate *flu*-mediated cell death, but how EX1 signals are transported outside the chloroplast and elicits nuclear signaling is currently unknown. In the light, the *ch1* mutant or application of DCMU will induce ^1^O_2_ locally in the chloroplast and initiate a transcriptome response that is distinct from cytoplasmic ^1^O_2_ (area in grey). It has been shown that BCC can serve as a signaling intermediate in the *Ch1* mutant and HL stress, but its mechanism of action is currently unknown. However, under conditions of high light and cold the increased levels of ^1^O_2_ initiate chloroplast leakage and production of ^1^O_2_ in the cytoplasm leading to a ^1^O_2_ transcriptome signature of cytoplasmic origin.

Another system that stimulates Pchd accumulation is FR treatment (Sperling et al., 1997; McCormac and Terry, 2004). Continual exposure to FR light leads to an increase in Pchd. This is consistent with analysis of the FR light treatment transcriptome that exhibits a significant overlap with CHX (**Supplemental Table S1A** and **Figure S4**). Likewise, the *fc2* mutant conditionally accumulates photodynamic protoporphyrin IX and Pchd in the dark (Woodson et al., 2015). The mutant was found to rapidly bleach and die under a 16 h light/8 h dark light cycle, but not under continuous light, similar to the *flu* mutant. The *fc2* mutant upon dark-light transition showed similarity with the CHX transcriptome (**Supplemental Table S1A** and **Supplemental Figure S4**). Based on this analysis, one may expect that Pchd accumulates in the cytoplasm in these cases as well.

Mutants of EX1 and EX2 attenuate effects of the *flu* mutant. They localize to the grana margins of the thylakoid stacks in the chloroplast (Wang et al., 2016), and were found to interact with several members of the chloroplast quality control pathway, as well as the import or export machinery (Fang et al., 2022). The ^1^O_2_-mediated oxidation under dark-light transition, and subsequent proteolysis of the EX1 protein by FtSH2 was proposed to produce a retrograde signal in the nucleus (Dogra et al., 2019). The executor pathway was shown to attenuate, but not negate, the effects of the dark-light shift in the *flu* mutant (Wagner et al., 2004). Indeed as was shown, the inhibitory effect of executor was overwhelmed by longer periods of dark incubation or high light intensity (Wang and Apel, 2018). A scenario whereby the EX1 pathway impacts on the cytoplasmic proteasome may be one way in which EX imparts retrograde signalling. Indeed, inhibition of the proteasome was found to attenuate the ^1^O_2_-induced transcriptome response (Koh et al., 2021).

Feeding of the chlorophyll precursor, ALA, in plants with the *ex1* mutations had no effect on the accumulation of Pchd; either in bulk tissue measurements or by visualization of Pchd in the cytoplasmic region (**Figure 5A**, **Supplemental Figure S1**). Also, the stimulation of ^1^O_2_ signature genes showed no significant difference between the ALA treated WT or *ex1* (**Figure 5B**). Thus, the executor mutations are likely to regulate ^1^O_2_ signalling only under limiting conditions of Pchd accumulation as demonstrated in **Figure 6**. With higher levels of Pchd, such as occurs in application of ALA or longer dark incubation of the *flu* mutant *ex1* is less effective (**Figure 3** and **Figure 5**). The grana localized protein SAFE1 was found to be important in preventing the degradation of the grana margins under conditions where ^1^O_2_ is produced, and thus acts as an important buffer under physiological levels of ^1^O_2_ toxicity (Wang et al., 2020) Degradation of the thylakoids could lead to the release of photodynamic molecules, that would generate ^1^O_2_ under light.

### Environmental stresses, scavenger availability, and chlorophyll leakage as parameters in ^1^O_2_ mediated signalling

When bound by the photosynthetic machinery chlorophyll is protected by proximal antioxidants such as carotenoids. However, in the event in which photodynamic chlorophyll intermediates accumulate (as in the *flu* mutant or ALA treatment) or where photosynthesis is disturbed (as in the *Ch1* mutant or DCMU application), potent and dangerous ^1^O_2_ is produced. This is especially exacerbated in the presence of additional stresses e.g. cold or high light or their combinations (Mittler, 2006; Bratt et al., 2016). The discovery of extraplastidic RNA targets for ^1^O_2_ and the possibility of chlorophyll leakage or export from the chloroplast adds direct mechanistic understanding to its effect on gene induction (Koh et al., 2021).

Bioinformatic comparisons of the *Ch1* mutant are a case of interest as it shows a transition from a transcriptomic character solely defined by a chloroplastic localization to one which is commiserate with cytoplasmic localization. When conditions were moderate, ^1^O_2_ production was limited to the chloroplast and its integrity was maintained. Under these conditions, TAI scores were low and comparable to DCMU as both are localized to the chloroplast (**Figure 7** and **8**). Indeed, ^1^O_2_ signature transcripts in the *Ch1* mutant appeared to be repressed, while the superoxide/hydrogen peroxide signature transcripts, indicative of perturbation in photosynthetic flux, increased with the light intensity and its duration (**Figure 7A**). In contrast, when the *Ch1* mutant was challenged with simultaneous cold and HL conditions they showed significant lipid peroxidation (Ramel et al., 2013); and as shown here the transcriptome yielded a significant TAI score. The latter conditions may stimulate chloroplast rupture and leakage of chloroplastic photodynamic metabolites into the cytoplasm and stimulate ^1^O_2_ production in a manner similar to *flu* and RB. Alternatively, the activity of lipoxygenases on free fatty acids has been shown to be an additional source of ^1^O_2_ (Chen et al., 2021); these elements may be freed from the chloroplast during stress.

Chloroplast leakage in dehydration stress conditions in the light was also shown to occur concomitantly to a rise in RNA oxidation and ^1^O_2_ signature gene expression (Koh et al., 2021). Examination of published transcriptomes from dehydration treated leaves yielded a 58.3% overlap with CHX and a TAI value of 0.90 (**Supplemental Figure S3C, D**). Thus, once photodynamic material is released to the cytoplasm, ^1^O_2_ can disrupt ribosomal translation stimulating signature genes for translational arrest (Koh et al., 2021). Furthermore, chlorophyll degradation products can accumulate under conditions of starvation, senescence and pathogenesis (Pružinská et al., 2007; Hörtensteiner and Kräutler, 2011) that can also serve as a source of ^1^O_2_. Interestingly, the infestation of Arabidopsis by the beet cyst nematode *Heterodera schachtii* was found to lead to decreased chlorophyll levels, and an increase in 8-oxoG content (Labudda et al., 2018). In this manner, ^1^O_2_ generating systems that are normally sequestered in the plastid are converted to a system that disrupts processes in the cytoplasm and yield a transcriptome with CHX-like commonalties.

In addition to stresses or mutations that lead to the accumulation of photodynamic molecules, it is expected that plants deficient in the scavenging of basal levels of ^1^O_2_ production may show diagnostic ^1^O_2_ transcriptome signatures. For example, non-enzymatic lipid peroxidation was shown to activate stress signalling genes in the tocopherol-deficient mutant *vte2.* (Sattler et al., 2006). Inspection of the basal state of the *vte2* up-regulated transcriptome grown under moderate light conditions (120 µE m^-2^ s^-1^ under 16 h light/8 h dark cycle for 3 days) detects significant overlaps (33%, p-value = 7.4E-19) and (27%, p-value = 4.5E-36) with the transcriptomes of CHX and RB, respectively (**Supplemental Table S1A**). The TAI value was calculated to be TAI = 0.60 (**Supplemental Figure S4**), This suggests that a component of the cellular reaction brought about by the loss of scavenging capacity in the *vte2* mutant could be explained by its inability to detoxify ^1^O_2_ that initiates the attenuation of translation. Interestingly, it was observed that *Ch1* mutants lacking either tocopherol or zeaxanthin in the *Ch1vte2* and *Ch1npq1* mutants were more susceptible to cold/HL treatment than the *Ch1* mutant alone (Havaux et al., 2007). Hence, ^1^O_2_ confined to the chloroplast will lead to one set of transcriptomic responses while stresses that impact on chloroplast leakage may lead to another. The analyses presented here show the importance of localizing the source of photodynamic molecules in the cell that will contribute to their specific modes of action.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI, GSE205861.

## Author contributions

EK and RF designed the experiments. EK and AB executed the experiments. All authors participated in the interpretation and discussion of results. EK and RF wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by a grant from the Israel Science Foundation to RF, Grant number 2106/21.

## Acknowledgments

The authors would like to thank Tevi Mehlman, Dr. Hadas Keren-Shaul, Dr. Yosef Addadi and Dr. Bareket Dassa of the Weizmann Life Sciences Core Facility for excellent technical assistance. We would also like to thank Dr. Tomer Chen for invaluable advice and discussions in the course of this work.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Plastid and cytoplasmic origins of 1O2-mediated transcriptomic responses
**Source:** Front Plant Sci. 2022 Nov 7;13:982610. doi: 10.3389/fpls.2022.982610
**Supplement:** Supplementary file 1

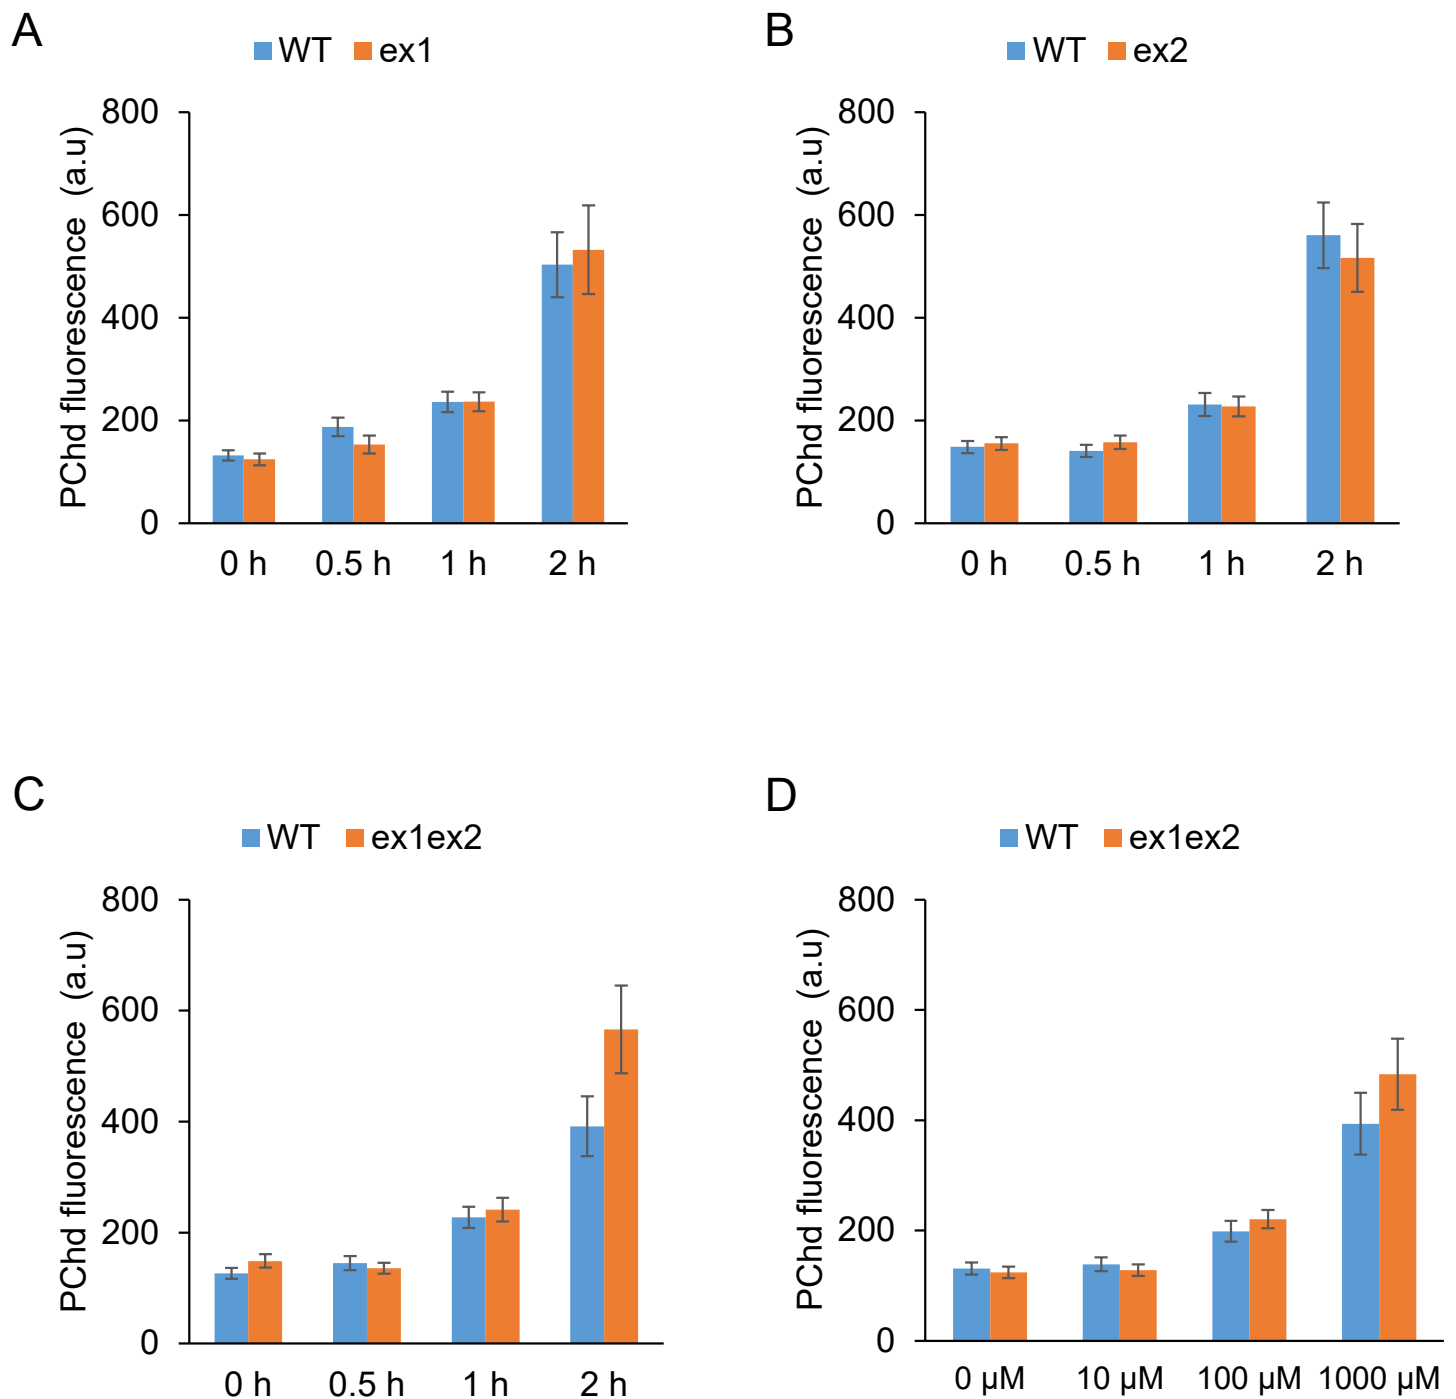

Supplemental Figure S1. Accumulation of Pchd is not affected by the executor pathway.

(A, B, C) Protochlorophyllide (Pchd) accumulation in ALA-treated WT, *ex1*, *ex2* or *ex1ex2* seedlings under different time points. WT, *ex1*, *ex2* or *ex1ex2* plants were treated with 1 mM ALA (in DDW) and incubated for 0, 0.5, 1, 2 h in the dark before measurement.

(D) Protochlorophyllide (Pchd) accumulation ALA-treated WT and *ex1ex2* seedlings under different ALA concentrations. WT and *ex1ex2* plants were treated with 0, 10, 100, 1000 μM ALA (in DDW) for 2 h in the dark before measurement.

Fluorescence was measured using a fluorimeter (Ex/Em: 440/630 nm). The means and SE of 24 whole seedlings per time point are shown. No significant differences were found between the genotypes tested.

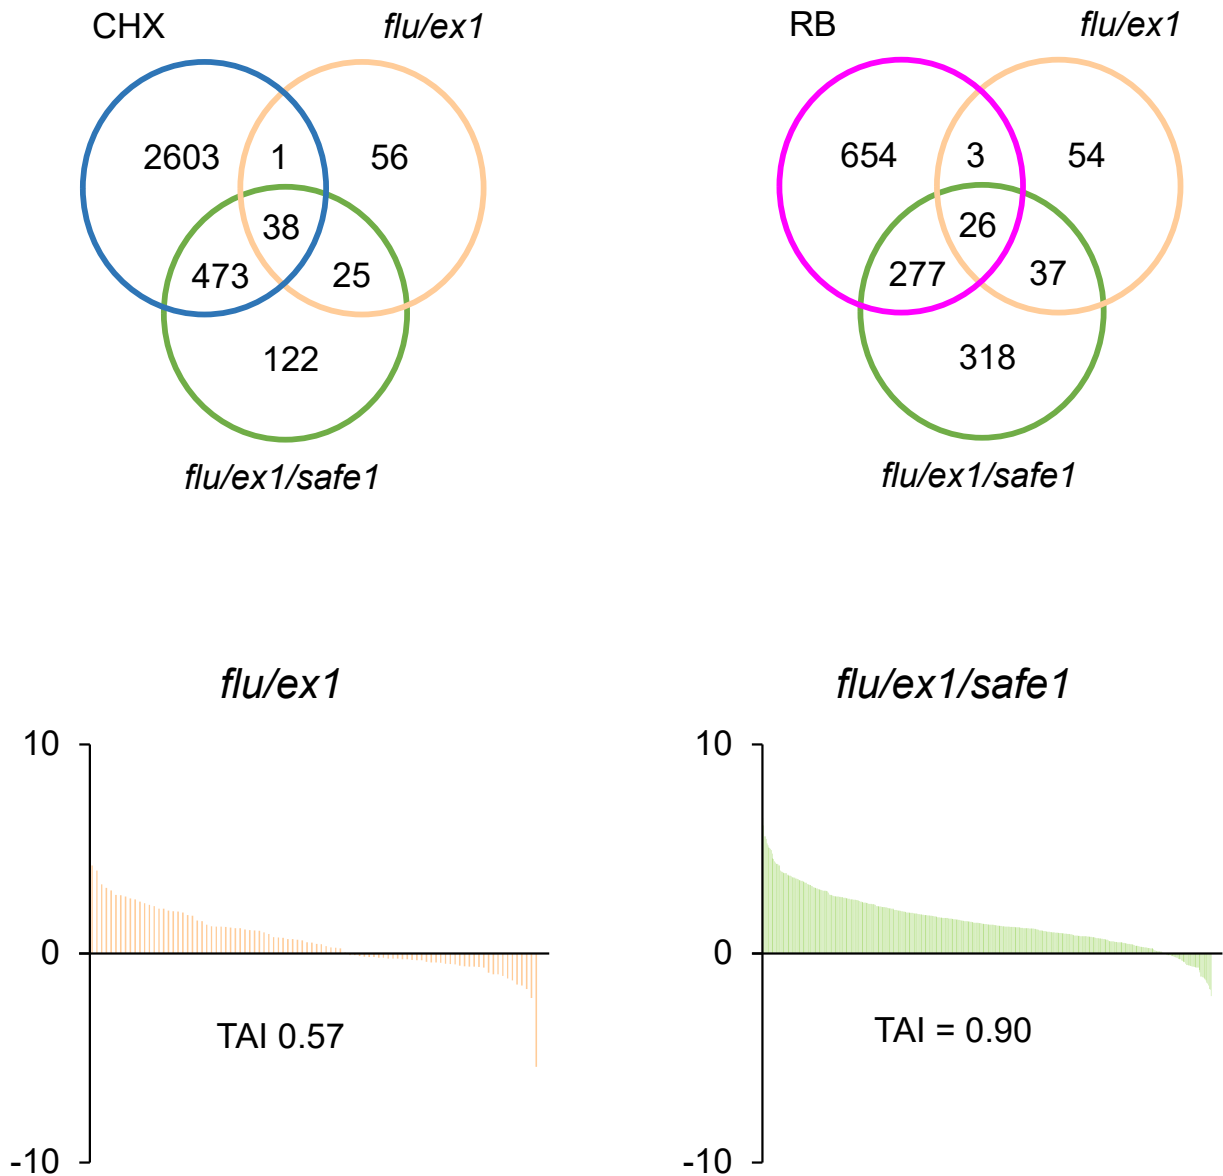

Supplemental Figure S2. Translational Attenuation Index (TAI) analysis of *flu/ex1* and *flu/ex1/safe1* transcriptomes after 4 h dark incubation followed by 30 min light ($100 \mu\text{E m}^{-2} \text{s}^{-1}$) exposure. The data here were obtained from public databases. (*flu/ex1*, *flu/ex1/safe1* - GSE131610; CHX – GSE111284; RB - GSE111285).

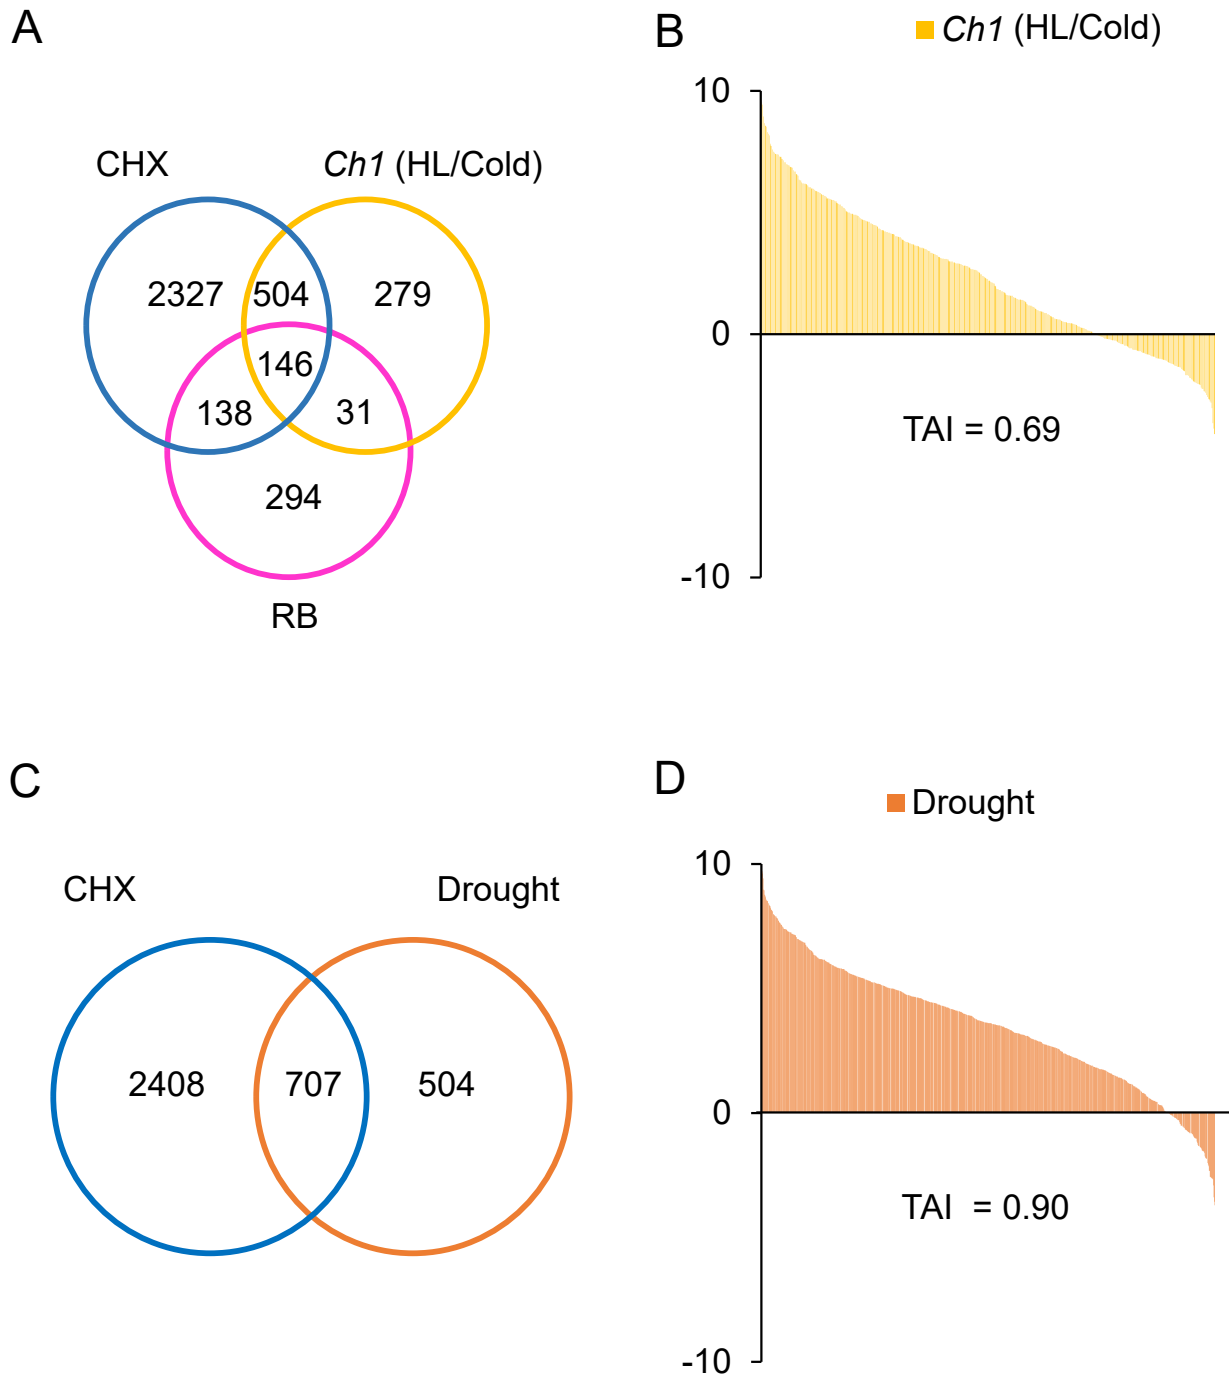

Supplemental Figure S3. Venn diagram and Translational Attenuation Index (TAI) analysis of *Ch1* and drought transcriptomes.

(A) Venn diagram overlaps of 2-fold induced genes from cycloheximide (CHX), RB, and *Ch1* (HL / Cold) mutant plants incubated under high light / cold stress ($1200 \mu\text{E m}^{-2} \text{s}^{-1}$, 10°C , 48 h, Ramel, 2013).

(B) Translational Attenuation Index analysis of *Ch1* (HL / Cold) induced transcripts.

(C) Venn diagram overlaps of 2-fold induced genes of Up-regulated of CHX and drought (1 h dry treatment on Whatman paper, Mizoguchi, 2010) transcriptome.

(D) Translational Attenuation Index analysis of drought transcripts.

The data from CHX, RB, *Ch1* (HL / Cold) and Drought were obtained from public databases. (CHX – GSE111284 ; RB - GSE111285; *Ch1* - Project CEA10-02_Light; Drought – ArrayExpress E-MEXP-2377).

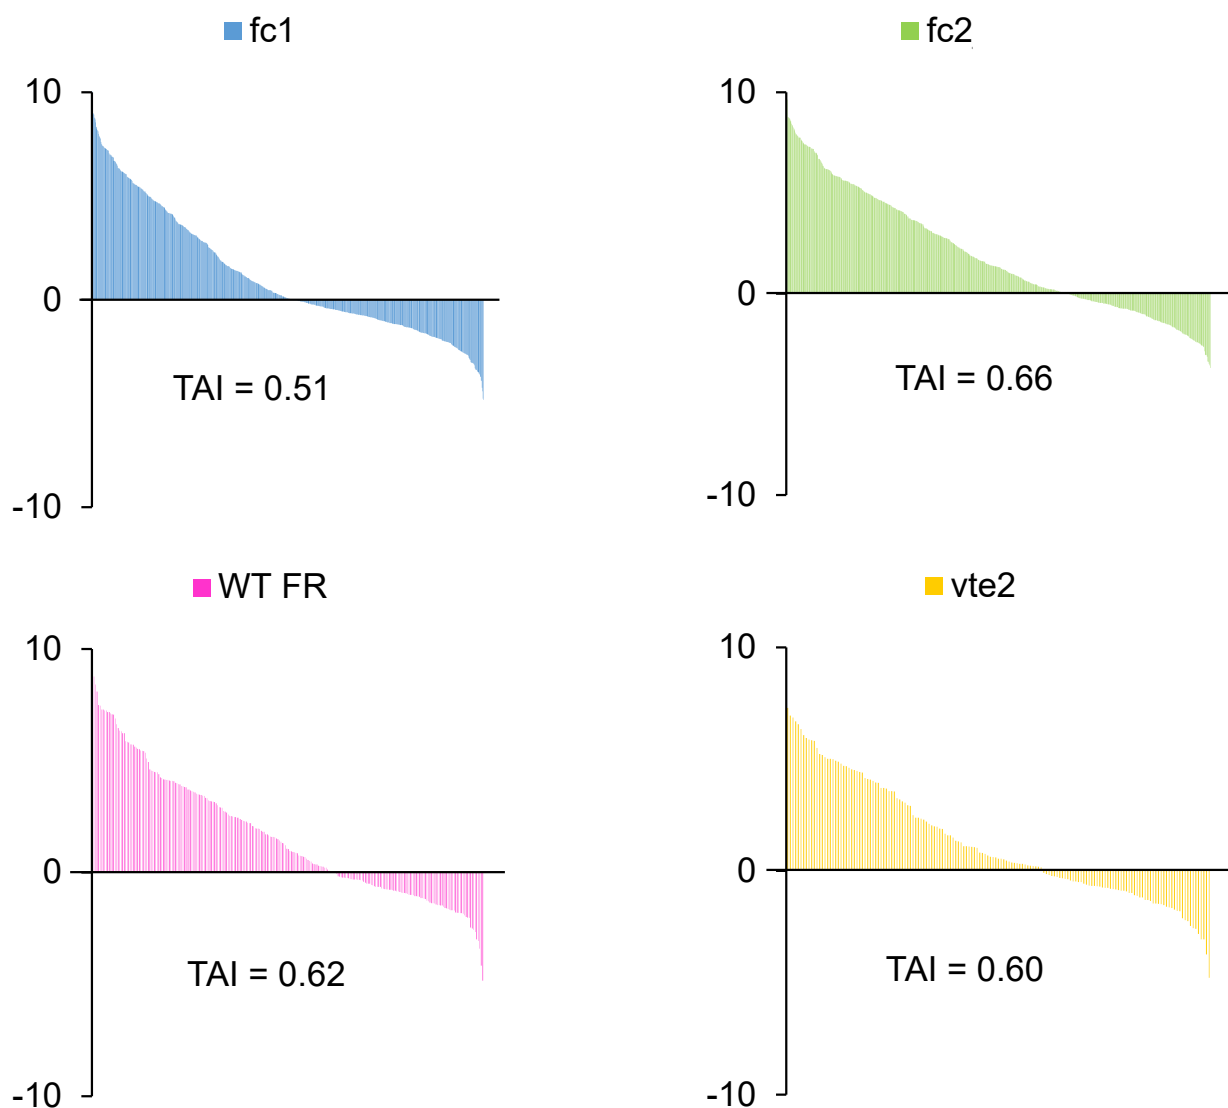

Supplemental Figure S4. Translational Attenuation Index (TAI) analysis of *fc1*, *fc2*, *vte2* mutants, Far-Red (FR) light treatment.

The data here were obtained from public databases. (*fc1*, *fc2* – GEO GSE71764; FR treatment – GSE6169; *vte2* - GSE4847, CHX – GSE111284,).

Overlap (%)	CHX	RB	<i>flu</i>	DCMU	BCC	<i>vte2</i>	<i>Ch1</i><br>(<i>HL/Cold</i>)	MeJA	Far Red	<i>fc1</i>	<i>fc2</i>
CHX	100.0	67.7<br>(0)	49.2<br>(2.9E-70)	18.8<br>(8.9E-22)	31.4<br>(4.4E-23)	33.2<br>(7.4E-19)	46.6<br>(3.3E-118)	29.8<br>(6.2E-33)	28.1<br>(1.3E-25)	23.1<br>(2.9E-41)	29.0<br>(8.2E-71)
RB		100.0	39.9<br>(1.1E-106)	22.8<br>(4.4E-91)	24.2<br>(1.2E-41)	27.3<br>(4.5E-36)	29.1<br>(1.2E-119)	14.4<br>(3.9E-26)	25.3<br>(8.4E-68)	19.8<br>(7.6E-74)	25.2<br>(1.7E-132)
<i>flu</i>			100.0	28.5<br>(2.2E-72)	13.7<br>(5.4E-32)	10.2<br>(9.9E-15)	19.8<br>(5.7E-44)	7.8<br>(1.5E-10)	12.1<br>(5.0E-24)	20.4<br>(1.2E-26)	26.9<br>(3.7E-49)
DCMU				100.0	23.5<br>(3.6E-48)	10.2<br>(2.3E-8)	13.1<br>(5.6E-36)	6.6<br>(3.4E-36)	16.1<br>(8.6E-38)	21.6<br>(4.7E-65)	25.0<br>(2.3E-95)
BCC					100.0	16.1<br>(2.4E-30)	48.8<br>(1.1E-164)	8.9<br>(2.9E-12)	8.2<br>(1.5E-11)	25.6<br>(3.7E-37)	35.5<br>(3.5E-72)
<i>vte2</i>						100.0	25.4<br>(1.1E-41)	5.4<br>(5E-4)	17.6<br>(4.9E-28)	23.4<br>(2.1E-22)	27.3<br>(2.5E-32)
<i>Ch1</i><br>(<i>HL/Cold</i>)							100.0	16.3<br>(1.9E-47)	13.8<br>(1.6E-32)	26.9<br>(9.9E-85)	30.4<br>(1E-115)
MeJA								100.0	4.5<br>(4.2E-5)	10.3<br>(1.1E-8)	15.2<br>(1E-24)
Far Red									100.0	19.9<br>(2.7E-34)	26.0<br>(3.9E-63)
<i>fc1</i>										100.0	46.8<br>(3.9E-63)
<i>fc2</i>											100.0

Supplemental Table S1A. Comparison of transcriptome overlap of up-regulated transcripts in different stress transcriptomes. Percentages represent overlap of the smaller gene set. P-values were obtained by using Fisher's Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses. Genes which showed greater than 2-fold increase in expression and a P value of P<0.05 in the various treatments were obtained from the raw datasets, processed using R and checked for overlaps. Databases; CHX - GSE111284; RB - GSE111285; *flu* - GSE111286; DCMU - GSE111287; BCC – GSE33963; *vte2* – GSE4847; *Ch1* – GSE34247 MeJA – AtGenExpress ME00337. Far Red – GSE6169, *fc1/fc2* – GSE71764.

Overlap (%)	CHX	RB	<i>flu</i>	DCMU	BCC	<i>vte2</i>	<i>Ch1</i><br>(HL/Cold)	MeJA	Far Red	<i>fc1</i>	<i>fc2</i>
CHX	100.0	34.4<br>(2E-98)	31.5<br>(2.2E-98)	17.0<br>(9.2E-16)	37.5<br>(3E-17)	20.3<br>(3.7E-4)	34.0<br>(2.1E-70)	7.7<br>(0.49)	20.4<br>(4.6E-33)	14.2<br>(1.1E-17)	12.4<br>(8.2E-7)
RB		100.0	13.5<br>(1.7E-37)	11.5<br>(3.9E-25)	9.1<br>(5.2E-4)	6.8<br>(0.035)	8.7<br>(4.5E-14)	2.7<br>(0.48)	6.9<br>(1.1E-11)	6.8<br>(4.9E-6)	4.7<br>(1.9E-4)
<i>flu</i>			100.0	18.2<br>(3.9E-50)	19.3<br>(1.6E-9)	5.1<br>(0.18)	17.7<br>(3E-45)	4.1<br>(0.13)	9.0<br>(1.6E-16)	4.1<br>(0.14)	5.6<br>(5.6E-5)
DCMU				100.0	8.0<br>(5.9E-4)	3.4<br>(0.25)	6.9<br>(8E-12)	3.2<br>(0.098)	8.2<br>(2.1E-13)	10.7<br>(3.9E-14)	8.2<br>(1.3E-15)
BCC					100.0	0.0<br>(1)	46.6<br>(9E-51)	2.3<br>(0.14)	18.2<br>(3.6E-11)	14.8<br>(4.4E-6)	15.9<br>(5.2E-10)
<i>vte2</i>						100.0	6.8<br>(0.013)	0.0<br>(1)	11.9<br>(2.2E-4)	3.4<br>(0.71)	1.7<br>(1)
<i>Ch1</i><br>(HL/Cold)							100.0	6.8<br>(2.1E-6)	19.0<br>(4.3E-58)	3.5<br>(0.69)	3.7<br>(0.0064)
MeJA								100.0	8.6<br>(2.3E-7)	10.4<br>(8.5E-7)	10.4<br>(1.5E-11)
Far Red									100.0	9.5<br>(1.4E-13)	6.1<br>(5.7E-11)
<i>fc1</i>										100.0	40.6<br>(1.5E-184)
<i>fc2</i>											100.0

Supplemental Table S1B. Comparison of transcriptome overlap of down-regulated transcripts in different stress transcriptomes. Percentages represent overlap of the smaller gene set. P-values were obtained by using Fisher's Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses. Genes which showed greater than 2-fold decrease in expression and a P value of P<0.05 in the various treatments were obtained from the raw datasets, processed using R and checked for overlaps. Databases; CHX - GSE111284; RB - GSE111285; *flu* - GSE111286; DCMU - GSE111287; BCC – GSE33963; *vte2* – GSE4847; *Ch1* – GSE34247 MeJA – AtGenExpress ME00337. Far Red – GSE6169, *fc1/fc2* – GSE71764.

Overlap (%)	<i>Ch1</i> (Cold / HL)	<i>Ch1</i> LL 1 h	<i>Ch1</i> LL 2 h	<i>Ch1</i> LL 4 h
<i>Ch1</i> (Cold / HL)	100.0	5.7<br>(1.2E-11)	5.7<br>(1.2E-9)	4.1<br>(5.6E-3)
<i>Ch1</i> LL 1 h		100.0	60.4<br>(0)	56.3<br>(0)
<i>Ch1</i> LL 2 h			100.0	67.8<br>(0)
<i>Ch1</i> LL 4 h				100.0

Overlap (%)	<i>Ch1</i> (Cold / HL)	<i>Ch1</i> HL 1 h	<i>Ch1</i> HL 2 h	<i>Ch1</i> HL 4 h
<i>Ch1</i> (Cold / HL)	100.0	8.9<br>(2.4E-19)	7.1<br>(9E-11)	6.6<br>(3.8E-5)
<i>Ch1</i> HL 1 h		100.0	60.6<br>(0)	56.4<br>(0)
<i>Ch1</i> HL 2 h			100.0	71<br>(0)
<i>Ch1</i> HL 4 h				100.0

Supplemental Table S2. Comparison of transcriptome overlap of up-regulated transcripts of *Ch1* mutant plants subject to low light (30 $\mu\text{E m}^{-2} \text{s}^{-1}$) or high light (1000 $\mu\text{E m}^{-2} \text{s}^{-1}$) for 0, 1, 2, 4 h against *Ch1* transcriptomes obtained under cold / HL treatment (1200 $\mu\text{E m}^{-2} \text{s}^{-1}$, 10°C, 48 h, see Ramel, 2013). Percentages represent overlap of the smaller gene set. P-values were obtained by using Fisher's Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses. Genes which showed greater than 2-fold increase in expression and a P value of $P < 0.05$ in the various treatments were obtained from the raw datasets, processed using R and checked for overlaps. The transcriptomes of *Ch1* (Ramel), *Ch1* LL/HL were obtained from the relevant online databases. *Ch1* (Cold / HL) - CEA10-02_Light, *Ch1* LL/HL – GSE205861.

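JMJD5 and AT1G49570 were among the largest rises at 2 and 4 h of LL, and cPT4 at 2 and 4 h of HL. JMJD5 stood at 5.87 CPM at 0 h, 52.8 (SD 4.46) at 1 h (log2 fold change 3.12, adjusted p = 2.25e-08, edgeR's quasi-likelihood test) and 136 (16.4) at 2 h of LL (4.49, adjusted p = 2.7e-11). AT1G49570 reached 250 CPM at 2 h (3.76) and AT3G05950 32.2 CPM (3.45), and ERF1 rose from 3.45 to 28.7 CPM at 1 h (3.09). cPT4 rose from 1.90 to 44.6 CPM by 2 h of HL (4.44, SE 0.308, adjusted p = 3.42e-09). Falls set in by 1 h: DDF1 went from 78.6 to 1.19 CPM in LL (-5.98) and from 176 to 3.17 CPM in HL (-5.78), EXLA3 from 44.9 to 2.49 CPM in LL (-4.33), RAS1 from 76.9 to 1.39 CPM in HL (-5.72) and AT5G52020 from 34.5 to 1.03 CPM in HL (-4.96). AT1G22810 had 114 counts at 0 h and 2 at 1 h of LL (ratio 54.3, 95% interval 14.7 to 454), and none at 2 h (at least 37.7-fold lower). At 2 h of LL DDF1 had fallen by 6.32, and EXLA3 had 198 and 2 counts (98.3, 26.8 to 817). At 2 h of HL DDF1 had 851 and 1 counts (985, 176 to 39000), EXLA3 281 and 2 (163, 44.6 to 1350) and ddf2 116 and none (at least 44.8-fold lower). The genes higher at 1 and 2 h shared 68.2% of the smaller list in LL (255 genes) and 66.1% in HL (292), those at 1 and 4 h 57.0% (213) and 58.4% (258), and those at 2 and 4 h 70.5% (334) and 74.1% (390). Independent lists would share 16.2, 21.5 and 27.2 genes in LL and 20.8, 33.2 and 39.5 in HL. The 3 times share their 0 h libraries, which alone correlates their changes across genes: Pearson r averaged 0.496 to 0.52 over 20 simulated unchanged series per light level and was 0.732 to 0.877 in the data. Without changed genes r reflects noise only, so the size of the changes has to be compared too. Their covariance averaged 0.0435 to 0.0456 in the simulated series and was 0.504 to 0.719 in the data. Genes higher at both times averaged 0 to 0.05 in the simulated series. The shared 0 h libraries thus account for little of the overlap. Between light levels, the log2 fold changes of 7039 genes correlated across genes with Pearson r of 0.645 at 1 h, 0.774 at 2 h and 0.76 at 4 h (Spearman 0.593, 0.708 and 0.667), and genes are not independent replicates. Of 934 genes called in both at 4 h, 918 had the same direction, 322 higher and 596 lower, where independent lists would share 48.3 and 95.1.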

Overlap (%)	DCMU	<i>Ch1</i> LL 1 h	<i>Ch1</i> LL 2 h	<i>Ch1</i> LL 4 h
DCMU	100.0	31.6<br>(3.3E-119)	21.4<br>(3E-74)	16.6<br>(2.9E-62)
<i>Ch1</i> LL 1 h		100.0	60.4<br>(0)	56.3<br>(0)
<i>Ch1</i> LL 2 h			100.0	67.8<br>(0)
<i>Ch1</i> LL 4 h				100.0

Overlap (%)	DCMU	<i>Ch1</i> HL 1 h	<i>Ch1</i> HL 2 h	<i>Ch1</i> HL 4 h
DCMU	100.0	26.8<br>(1.3E-161)	25.6<br>(4.1E-140)	23.2<br>(3.8E-93)
<i>Ch1</i> HL 1 h		100.0	60.6<br>(0)	56.4<br>(0)
<i>Ch1</i> HL 2 h			100.0	71<br>(0)
<i>Ch1</i> HL 4 h				100.0

Supplemental Table S3. Comparison of transcriptome overlap of up-regulated transcripts of *Ch1* mutant plants subject to low light ($30 \mu\text{E m}^{-2} \text{s}^{-1}$) or high light ($1000 \mu\text{E m}^{-2} \text{s}^{-1}$) for 0, 1, 2, 4 h against DCMU transcriptomes obtained under HL treatment ($1000 \mu\text{E m}^{-2} \text{s}^{-1}$, 2 h, see Koh, 2021). Percentages represent overlap of the smaller gene set. P-values were obtained by using Fisher's Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses. Genes which showed greater than 2-fold increase in expression and a P value of $P < 0.05$ in the various treatments were obtained from the raw datasets, processed using R and checked for overlaps. The transcriptomes of DCMU, *Ch1* LL/HL were obtained from the relevant online databases. DCMU - GSE111287, *Ch1* LL/HL – GSE205861

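Heat shock genes rose within 1 h in both LL and HL and are among the genes shared with the DCMU list, and also with the RB and *flu* lists. At 1 h of LL, MBF1C and HSP101 were among the largest shared rises for each of these lists. At 1 h of HL, MBF1C, AT1G07400 and HSP70 were among them for RB and for *flu*. MBF1C rose from 29.1 (SD 7.44) to 396 (95.1) CPM at 1 h of LL (log2 fold change 3.74, SE 0.221, adjusted p = 3.82e-09, edgeR's quasi-likelihood test) and from 21.5 (3.89) to 376 (63.8) CPM at 1 h of HL (4.12, SE 0.179, adjusted p = 3.14e-11). HSP101 rose from 8.28 to 64.7 CPM at 1 h of LL (2.99) and by 2.74 at 1 h of HL, and AT5G64190 by 3.41 at 1 h of LL. HSP70 rose by 2.80 in LL and from 106 to 1120 CPM in HL (3.40), AT1G07400 by 2.42 and from 16.8 to 232 CPM (3.79), HSP17.4 by 2.70 and 3.34, and HSFA2 by 2.33 and 3.03. At 1 h, 12 of 18 heat shock genes were higher in LL (12 adjusted over the list alone; median 1.69; camera adjusted p = 2.22e-11, and 0.0436 with an estimated correlation) and 13 of 19 in HL (13 adjusted over the list alone; 2.38; 1.34e-29, and 0.00173). At 2 h, 6 of 18 were higher and 1 lower in LL (6 and 1 adjusted over the list alone; camera adjusted p = 0.0164, and 0.311 with an estimated correlation), with MBF1C at 1.37 and HSP70 at 1.56. In HL 13 of 19 were still higher at 2 h (13 adjusted over the list alone; 3.21e-18, and 0.00636 with an estimated correlation), with MBF1C at 261 CPM, AT1G07400 at 3.72 (222 CPM), HSP70 at 3.02 and HSP101 at 2.50. The difference between the HL and LL changes of the list was called for 4 of 18 genes at 2 h (9 adjusted over the list alone; median 1.49, camera adjusted p = 6.18e-13, and 0.00468 with an estimated correlation). Also shared with the DCMU list were GLYI7 (3.48) and KTI1 (3.21) at 2 h of LL, and in HL the heat shock gene AT5G51440 with 2 counts at 0 h against 62 at 1 h (ratio 26.8, 95% interval 7.13 to 227) and 41 at 2 h (17.7, 4.6 to 151). UGT73C1 went from no counts to 21 at 1 h of HL (at least 6.06-fold higher) and 13 at 2 h (at least 3.74-fold higher), and its call at 2 h is lost without HL 0 h replicate 1 or 3 or HL 2 h replicate 3. The overlap with the DCMU list was 35.0% of the smaller list at 1 h of LL (131 genes against 19.9 for independent lists; Fisher's exact test, one-sided, adjusted p = 5.06e-74) and 23.4% at 2 h (111 against 25.2; 1.59e-42). In HL it was 38.5% at 1 h (170 against 23.8; by the same exact test, adjusted p = 3.58e-104) and 29.3% at 2 h (154 against 28.4; 5.06e-74).

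**Figure D4:**
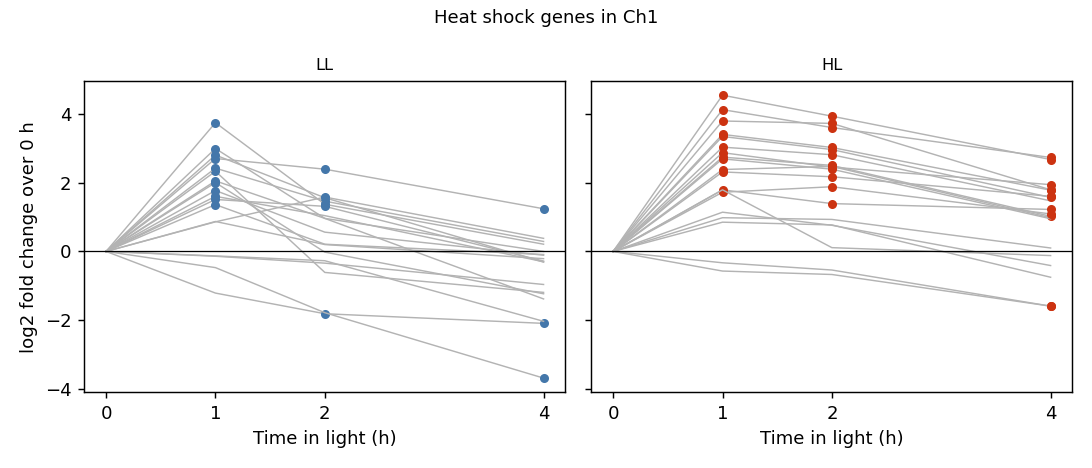
Log2 fold changes over 0 h of the measured heat shock genes in *Ch1* in LL (18 genes) and HL (19 genes). Grey lines, single genes; coloured points, genes called at that time.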

Overlap (%)	BCC	<i>Ch1</i> LL 1 h	<i>Ch1</i> LL 2 h	<i>Ch1</i> LL 4 h
BCC	100.0	6.8<br>(2E-8)	5.8<br>(2E-5)	4.8<br>(9.2E-3)
<i>Ch1</i> LL 1 h		100.0	60.4<br>(0)	56.3<br>(0)
<i>Ch1</i> LL 2 h			100.0	67.8<br>(0)
<i>Ch1</i> LL 4 h				100.0

Overlap (%)	BCC	<i>Ch1</i> HL 1 h	<i>Ch1</i> HL 2 h	<i>Ch1</i> HL 4 h
BCC	100.0	15<br>(5.8E-25)	11.3<br>(6E-14)	10.6<br>(9.4E-9)
<i>Ch1</i> HL 1 h		100.0	60.6<br>(0)	56.4<br>(0)
<i>Ch1</i> HL 2 h			100.0	71<br>(0)
<i>Ch1</i> HL 4 h				100.0

Supplemental Table S4. Comparison of transcriptome overlap of up-regulated transcripts of *Ch1* mutant plants subject to low light (30 $\mu\text{E m}^{-2} \text{s}^{-1}$) or high light (1000 $\mu\text{E m}^{-2} \text{s}^{-1}$) for 0, 1, 2, 4 h against the BCC transcriptome (Ramel, 2012b, D'Alessandro, 2018). Percentages represent overlap of the smaller gene set. P-values were obtained by using Fisher's Exact Test of 2x2 contingency table for each individual comparison and are represented by the numbers in parentheses. Genes which showed greater than 2-fold increase in expression and a P value of $P < 0.05$ in the various treatments were obtained from the raw datasets, processed using R and checked for overlaps. The transcriptomes of BCC, *Ch1* LL/HL were obtained from the relevant online databases. BCC - CEA10-03_Cyclocitral, *Ch1* LL/HL – GSE205861

How the deposited data were processed for this re-analysis (not part of the article)

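The data are 24 MARS-seq libraries of *Ch1* seedlings in 8 groups of 3: LL and HL at 0, 1, 2 and 4 h. The authors made the deposited count values with cutadapt, STAR 2.4.2a on Araport 11 and HTSeq-count, with 1 table for LL and 1 for HL. The lowest of the genes' highest counts is 6 in both deposited tables, where the methods state a filter of at least 5 reads in at least 1 sample. The deposited tables also hold the authors' normalized signal values from DESeq2 and log2 values after its regularised transformation, and these were read but no test here uses them. The deposited log2 fold changes and p-values are the authors' DESeq2 comparisons, and they were used as 1 alternative. Their log2 fold changes run as 0 h over the later time (correlation with the ratio of later time to 0 h from -0.976 to -0.98 in LL and from -0.983 to -0.987 in HL), so their sign was turned. The sheets of the paper's Dataset S2 for *Ch1* at 4 h carry the sign of later time over 0 h. All per-sample columns were matched to samples by name, and 0 deposited columns of per-sample values were left unlisted. The authors' means over all libraries were not used here.

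The median library total was 1712689 counts at 0 h of LL (1367282 to 1754285), 1361213 at 1 h (1163870 to 2061753), 1323219 at 2 h (1307887 to 1628151) and 1662276 at 4 h (1535933 to 1707006). In HL it was 1894499 at 0 h (1617051 to 2011380), 1910616 at 1 h (1776360 to 2070855), 1849356 at 2 h (1706415 to 1919956) and 1739961 at 4 h (1684981 to 1842274). The chi-square of replicates per gene, where counting error alone gives about 1 per degree of freedom, ran from 2.51 to 10.06 over the groups, so the replicates spread more than their counts do. The intervals given for ratios of counts cover counting error only, and so are narrower than the spread between replicates. Of 11747 gene identifiers, 11656 matched a locus tag of the TAIR10.1 reference and 5660 have a symbol there. Only names were taken from it, and no coordinates.

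Each later time was compared with 0 h of its own series by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling and 1 fit of 12 libraries per series. A call needs a Benjamini-Hochberg adjusted p under 0.05 and a 2-fold change. The difference between the HL and LL changes, and HL 0 h against LL 0 h, came from 1 fit of all 24 libraries over the 10349 genes in both tables. The paper used DESeq2 with p adjusted by the procedure of Benjamini and Hochberg, and where it gives its limit of p under 0.05 with a 2-fold change it does not say which p is meant. Its *Ch1* lists at 4 h are larger than the authors' own comparisons give at adjusted p, which argues against adjusted p for those lists. Comparisons of 1 series share their 0 h libraries. With 3 against 3 libraries the smallest exact permutation p is 0.1, so no such p is given, and the share of genes whose libraries do not overlap is set beside the 10% that chance gives.

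Gene lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation, adjusted over 25 lists per contrast. They were also tested by fry of limma, which does not set a list against other genes. Its values are given only for the superoxide and β-cyclocitral lists. The 25 lists are 20 fixed beforehand, the paper's lists for RB, *flu*, DCMU and *Ch1* in cold and HL, and the chloroplast and mitochondrial genes. Overlaps of up-regulated genes with the paper's 4 lists were tested by Fisher's exact test, one-sided, adjusted over 24 tests, and are given in percent of the smaller list as in the paper. The background was all genes of the deposited table. Counts of 0 over a group were set to a floor of 3 counts, and the change is then a lower bound. Ratios of counts have exact 95% intervals.

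The genes named in the text follow a rule fixed with the design. At 4 h of LL and of HL they are the 10 largest changes each way among called genes whose libraries at 4 h all lie on 1 side of those at 0 h, with a mean of at least 20 CPM in the higher group. At 1 and 2 h they are the 3 largest each way, and for the difference between HL and LL at 4 h the 5 largest each way. Added to these are 8 marker genes, the gene mutated in *Ch1*, the 2 members of each list with the smallest p in each direction, any member needed to name a count of 5 or fewer, and the 5 shared genes with the largest change in each overlap. The text names only part of this set, and genes shared with the paper's lists on few counts that it leaves out include some whose call ends under an alternative. Of the set, 1 gene is not reported here. First and last values of Dataset S2 for *Ch1* had been seen when the rule was written. Correlations of the HL and LL changes use genes with a mean of at least 10 counts.

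The method was tested on simulated data, with 200 changed genes among counts drawn from the libraries' means, dispersions and sizes, and 20 simulated unchanged series per light level. The alternatives were DESeq2 1.42.0, median-of-ratios scaling, the filter filterByExpr of edgeR, a replicate block, adjusted p with no fold limit, unadjusted p with the 2-fold limit, all 24 libraries in 1 fit, only the 2 groups compared, organelle genes removed, the authors' own comparisons, overlaps within genes of a mean of at least 10 counts, correlations within genes of a mean of at least 50 counts, camera with an estimated correlation, and each library left out in turn. The replicate numbers were also checked for pairing. Technical explanations were tested with 5 thinnings of the counts, 1000 random lists, 100 exchanges of labels, all 10 splits of 3 against 3, and a scaling without the 20 most abundant genes.

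The Translational Attenuation Index was not computed, because the sheet of the cycloheximide list was held only in part (1999 genes, with 3074 left out). The BCC list, AT3G01830, the gene mutated in *Ch1* and FER4 in LL are not analysed here.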

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

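The tests below were written down before their values were computed, except the correlation of clock genes and the comparison with random lists, which were chosen after the result was seen.

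The first results here came up because the change over time differed between HL and LL by a test of that difference. It was called for 79 genes at 1 h (72 higher in HL, 7 lower), 103 at 2 h (91 and 12) and 302 at 4 h. With any 1 library left out, the counts at 2 h ran from 57 to 89 higher and from 5 to 22 lower. When HL and LL were exchanged among the libraries of each time, 7 of 100 exchanges gave at least as many genes at 1 h (highest other 269), 6 of 100 at 2 h (highest other 593) and 5 of 100 at 4 h (highest other 513). Chance is not excluded for these counts. Some exchanges call more genes than the real grouping, which points to a structure among the libraries, and what these exchanges share was not tested.

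By the same test the largest differences at 4 h were ARGAH2 (5.98, SE 1.25, adjusted p = 0.00473, edgeR's quasi-likelihood test), AT2G15020 (5.37), COR15B (4.02, SE 0.82, adjusted p = 0.00393), AT5G02450 (4.01, SE 0.90, adjusted p = 0.00855) and CAT2 (3.52). Below LL were PIF4 (-1.87, SE 0.52, adjusted p = 0.0362), AT5G06270 (-1.70, SE 0.43, adjusted p = 0.0209), HB1 (-1.67, SE 0.45, adjusted p = 0.0298), SAG21 (-1.65, SE 0.25, adjusted p = 0.000256) and AT1G11050 (-1.55, SE 0.36, adjusted p = 0.0112). ARGAH2 stood at 21.6 CPM at 0 h and 0.367 at 4 h of LL and at 1.82 and 2.31 in HL, and AT5G02450 at 29.5 and 6.08 in LL and at 1.74 and 5.53 in HL. In these 2 genes the difference lies mainly in the 0 h libraries, and both are lower in HL 0 h than in LL 0 h. In AT1G11050, which is higher in HL 0 h, it lies there too. In AT5G06270, with 5.13 CPM at 0 h of LL and 12.7 at 0 h of HL, most of it does as well. The ARGAH2 call is lost by DESeq2 and without HL 4 h replicate 2 (5.02, adjusted p = 0.0735). COR15B went from 21.8 to 0.534 CPM in LL and from 10.0 to 4.59 in HL, PIF4 from 77.0 to 12.7 and from 82.0 to 3.66, and SAG21 from 1320 to 1620 and from 2030 to 791. HB1 went from 57.1 to 80.9 CPM in LL and from 62.5 to 27.4 in HL, AT5G06270 from 5.13 to 20.2 and from 12.7 to 15.2, and AT1G11050 from 10.4 to 12.8 and from 26.3 to 11.0.

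The median difference between the HL and LL changes at 4 h also set apart photoprotection (1.21), heat shock (1.49), flavonoid (0.78) and shoot (1.57) genes. A signal the paper does not discuss is the difference between the HL 0 h and LL 0 h libraries, which were both taken before treatment and differ in 464 genes. Of the 10 splits of these 6 libraries 1 calls at least 464 genes, the real one, and the highest other calls 0, with 10 splits too few for a share under 0.05.

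The 6 comparisons with 0 h were split in the same way. In each, 1 of 10 splits calls as many genes as the real one (1140, 1365 and 1804 at 1, 2 and 4 h of LL; 1006, 1330 and 1751 of HL), the highest other calls 0, and 10 splits are too few for a share under 0.05.

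The first pattern weighed is that the 1O_2_ markers fell after 0 h at both light levels, and a few genes taking most counts at 0 h is argued against: scaled without the 20 most abundant genes the marker median moves by -0.04 at most. A shift between root and shoot tissue in both series would need their medians to run 0.5 or more in opposite directions, and the smaller was 0.16 (at most 0.49 with any 1 library left out): the medians were 0.16 (root) and -0.87 (shoot) in LL, -0.03 and 0.51 in HL. Shoot markers thus ran opposite ways in LL and HL while the 1O_2_ markers fell in both, which argues against it for the whole pattern, but not for a smaller share of shoot tissue in LL alone. A handling response already present at 0 h cannot be told apart: the touch list fell by 1 h to a median of -0.52 in LL (-0.75 to -0.40 with any 1 library left out) and -1.06 in HL (-1.15 to -0.67), but not past -1 in both. Library size misses the limit set for excluding it (a move under 0.2), but the largest move over 5 thinnings, -0.22, is away from 0 and none went further towards 0 than 0.16, which argues against it as the whole cause.

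The second pattern is that LL and HL changed the same genes in the same direction. The hour of sampling runs alike in both series, and the clock genes moved alike at 4 h, with a Pearson r of 0.90 over 15 genes (Spearman 0.89, 0.93 without the 2 genes farthest out, permutation p of 1e-05, one-sided). The 7039 genes compared at 4 h also correlated (Pearson r of 0.76), and the permutation only tests against no correlation. The clock genes therefore cannot set the hour apart from other causes that both series share. Genes of 1 network are also not independent, and treatment could move them too. Light intensity cannot be told apart either. Of the genes called in both, 5.8% differ between HL and LL (3.3 to 6.4 with any 1 library left out), a share between the limits set beforehand. The test of that difference called only 23% of simulated 2-fold changes at 4 h. The growth light in the paper's methods lies between LL and HL, and they do not state the light of the 0 h plants. Plants kept without the light change and sampled at the same hours would separate the hour from light, and no such samples are in this set.

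The third pattern is the difference between the 0 h libraries. For a different root and shoot share the medians were 0.06 (root) and -0.12 (shoot). The smaller is at most 0.16 with any 1 library left out, short of the limit of 0.5, which argues against a difference of that size. But 3 of 9 shoot markers were lower in HL 0 h and 0 higher (camera adjusted p = 0.0286, and 0.453 with an estimated correlation), so a smaller one stays open. A large shift in the hour of sampling is argued against, with 6.7% of the clock genes called (PRR7, 1 of 15, and 0 to 6.7 with any 1 left out). Over all genes 464 of 10349 were called. At 1 h against 0 h only 2 clock genes were higher and 2 lower of 15 at each light level. A shift of about 1 h or less thus stays open. Library size stays undecided by its limit of 0.8: after thinning, 0.83 of the 464 genes are still called (384), and the 5 thinnings (365 to 393) lie on both sides of that limit, but most calls outlast the thinning, which argues against library size as the whole cause. The genes lower in HL 0 h also vary together between replicates of 1 group (percentile 100 among random lists; SD 0.445, random median 0.0256 and 95th percentile 0.0338). A property of the libraries that varies between replicates would give this, but any set of genes that vary together would exceed random lists, so a biological difference between the plants stays open. Handling was not tested for this pattern. Of the touch and rapid stress list, 3 of 19 genes were higher in HL 0 h than in LL 0 h and 0 lower (camera adjusted p = 1.54e-06, and 0.0729 with an estimated correlation).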

How the results depend on the processing

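The alternatives were set beforehand, except 2 that were chosen after seeing the data: both 0 h groups as 1 control of 6 libraries, and HL 4 h against LL 4 h directly. Where a value changed, the cause was not tested unless the construction of the alternative shows it. The alternative with no filter has no value, because the deposited tables were already filtered (lowest maximum 6).

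The numbers of called genes against 0 h kept within 1.5-fold under DESeq2 (867, 1104 and 1449 at 1, 2 and 4 h of LL; 842, 1125 and 1501 of HL), in the authors' own comparisons (860, 1116 and 1450; 831, 1135 and 1517) and against both 0 h groups as 1 control (1051, 1372 and 1639; 1009, 1643 and 1869). The paper's lists at 4 h hold 1973 genes in LL and 1974 in HL. The authors' own comparisons gave only 1450 and 1517 at adjusted p, which argues against adjusted p as the limit of those lists. Without the fold limit more genes pass, by construction: 2174, 2573 and 3158 in LL and 1968, 2433 and 3010 in HL. The difference between the HL and LL changes gave 116, 116 and 291 genes by DESeq2, and 148 and 57 at 1 and 2 h with only the groups compared. Unadjusted p with the 2-fold limit gave 800, 551 and 920 genes, and 902 between the 0 h groups. With 1 library left out the difference ran from 13 (without HL 1 h replicate 1) to 116 (without LL 0 h replicate 3) at 1 h and from 194 to 333 at 4 h. HL 4 h against LL 4 h directly gave 273 genes higher and 28 lower. Between the 0 h groups it ran from 154 (without HL 0 h replicate 2) to 519 (without LL 0 h replicate 3), and DESeq2 gave 420.

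The replicate block gave 1083, 1319 and 1746 genes in LL, 1025, 1306 and 1732 in HL, 93, 109 and 319 for the difference and 500 between the 0 h groups. Libraries of the same number did not correlate more than others (-0.333 to 0.172), so the numbers do not pair.

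The RB overlap at 2 h of HL (8.2%, adjusted p = 0.126 by Fisher's exact test) passed the threshold by DESeq2 (9.2%, 0.0216), with only the 2 groups compared (8.9%, 0.0328) and in the authors' own comparisons (9.1%, 0.0287), and ran from 7.5% to 9.2% with 1 library left out. The *flu* overlap at 4 h of HL (10.9%) lost it under filterByExpr (9.9%, adjusted p = 0.167, exact test), all 24 libraries in 1 fit (10.2%, 0.09), no fold limit (15.5%, 0.0764), genes with a mean of at least 10 counts (9.6%, 0.0968) and both 0 h groups as 1 control (10.9%, 0.0797). With 1 library left out it ran from 8.7% to 10.9%. The RB overlap at 1 h of LL lost it with no fold limit (7.0%, adjusted p = 0.544, exact test). The overlap with *Ch1* in cold and HL at 2 h of HL lost it against both 0 h groups as 1 control (4.7%, 0.246, exact test) and ran from 4.7% to 6.7% with 1 library left out.

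The correlation of HL and LL changes was 0.772, 0.823 and 0.828 at 1, 2 and 4 h over genes with a mean of at least 50 counts. With camera's estimated correlation fewer lists pass: 5 instead of 11 at 1 h of LL, 8 instead of 13 at 4 h of LL and 2 h of HL, 8 instead of 16 at 4 h of HL, 0, 3 and 4 instead of 9 for the difference at 1, 2 and 4 h, and 0 instead of 5 between the 0 h groups. Of 6986 values of single genes, 6678 kept their label, 241 weakened, 66 strengthened and 1 reversed: AT5G43450 at 1 h of LL was -0.40 without LL 1 h replicate 1 and 4.42 without LL 0 h replicate 2. Against both 0 h groups as 1 control the calls of FC2 at 4 h of LL (0.99), Lhca6 at 4 h of HL (0.97), NAC032 at 4 h of LL (-0.74) and BAP1 (-0.89) and AT5G13200 (-0.88) at 1 h of HL end.

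What can be called is limited, and the part that depth plays in this was not tested. In simulated data the test for the difference between HL and LL at 4 h called 23% of 2-fold and 51% of 4-fold changes (30.3% and 66.2% of genes with a mean of at least 10 counts), and 1 unchanged gene.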

Differences from the paper's values

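The paper gives an overlap of 5.7% between the genes higher at 1 h of LL and its list for *Ch1* in cold and HL. The value here is 9.1% (jackknife SE 1.2). A value counts as differing only if it passes a limit on the fold difference as well as the jackknife SE of its comparison. A gap beyond the SE alone is thus not counted. Of the alternatives set before the data were examined, all 24 libraries in 1 fit (8.4%) and unadjusted p with the 2-fold limit (7.9%) do not differ from the paper's value. The others still do: DESeq2 (10.3%), median-of-ratios scaling (9.3%), filterByExpr (10.2%), organelle genes removed (9.1%), the replicate block (8.7%), only the 2 groups compared (9.1%), no fold limit (12%), the authors' own comparisons (10.5%), genes with a mean of at least 10 counts (9.8%) and each library left out (8.8% to 10.8%). The paper's methods adjust the p of these comparisons by the procedure of Benjamini and Hochberg, as the main value here does, and do not say at its p limit which p is meant. The size of its *Ch1* lists at 4 h argues against adjusted p there. The overlaps here and in the paper may thus be taken at unlike limits.

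The paper describes the overlaps with its cold and HL list as all below a stated limit, and here 5 of 6 are below that limit and HL at 1 h is above it (10.9%). The paper's own value for the same comparison is 8.9%. The gap exceeds the jackknife SE (0.792) but does not count as differing by the measure used above. The value here lies below the stated limit with unadjusted p and the 2-fold limit (9.0%) and with all 24 libraries in 1 fit (9.9%). It also does without HL 0 h replicate 3 (9.5%). The paper places the DCMU overlaps within a stated range, which the values of its own table also leave. Here they run from 16.4% to 38.5%, and none of the 6 counts as differing by the same measure. At 1 h of HL the gap is still wide: 38.5% here against the paper's 26.8%, beyond the jackknife SE of 5.14. The highest, HL at 1 h, is 29.5% with unadjusted p and the 2-fold limit, and it differs from the paper's own in the authors' comparisons (41%) and without HL 0 h replicate 2 (40.5%). From the qRT-PCR measurements of Figure 7A, which were not analysed here, the paper describes superoxide genes as rising with light and time in *Ch1* without cold. Of 4 such genes in the RNAseq data of HL, 1 was called higher at 4 h (FER1) and their median was 0.54. As a list they had an adjusted p of 0.261 by camera and 0.00577 by fry. Of 3 in LL, 0 were called higher and MYBL2 was lower, while FER1 had 0.55, an adjusted p of 0.0105 by edgeR and less than a 2-fold change. The 3 measured 1O_2_ markers were lower at both light levels, which is the direction the paper gives.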

Other observations

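Cold, touch, jasmonate and light-harvesting genes fell by 4 h at both light levels, which the paper does not discuss. The genes lower in HL 0 h than in LL 0 h were counted among the later falls. Of the 428, 166, 107 and 206 are called lower at 1, 2 and 4 h of LL and 6, 22 and 19 at the same times of HL. Their mean log2 CPM per library was 4.92, 5.27 and 4.52 at LL 0 h, and 3.33, 2.47 and 3.40 at HL 0 h. It was 3.99, 3.79 and 3.88 at LL 1 h and 4.16, 3.80 and 3.37 at HL 1 h, 4.43, 3.05 and 4.42 at LL 2 h and 3.37, 2.98 and 3.11 at HL 2 h. At 4 h it was 4.33, 3.65 and 3.46 in LL and 3.50, 3.12 and 3.90 in HL.

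Compared directly, HL was higher in 39 genes and lower in 3 at 1 h, 174 and 131 at 2 h and 273 and 28 at 4 h. Of the genes with a higher change in HL, 14 of 72, 58 of 91 and 122 of 250 are also higher directly at 1, 2 and 4 h, and of those with a lower change 0 of 7, 0 of 12 and 8 of 52 are lower directly. Among the genes lower by most in HL 0 h were AT4G28025 (-5.05), AT3G14600 (-4.91), PSAT (-4.15), AT5G02450 (-4.14), ARGAH2 (-3.52) and the chloroplast gene ATCG00920 (-3.35), and among those higher by most AT5G52020 (1.49), ERF13, PP2-B13 (1.39), CAMBP25 (1.33) and AT1G11050 (1.32).

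The 20 most abundant genes took 19.72% to 23.09% of counts at LL 0 h and 13.16% to 14.46% at LL 4 h, and 22.48% to 23.87% and 16.23% to 17.3% in HL. The first 2 principal components hold 35.3% and 16.2% of the variance.

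Of the genes in the paper's lists for *Ch1* at 4 h, 593 of 688 higher and 1132 of 1285 lower in LL are also called here, and 807 of 974 and 885 of 1000 in HL. The calls here use adjusted p, while the size of the paper's lists argues against adjusted p there.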
